# RFX2 Is a Major Transcriptional Regulator of Spermiogenesis

**DOI:** 10.1371/journal.pgen.1005368

**Published:** 2015-07-10

**Authors:** W. Stephen Kistler, Dominique Baas, Sylvain Lemeille, Marie Paschaki, Queralt Seguin-Estevez, Emmanuèle Barras, Wenli Ma, Jean-Luc Duteyrat, Laurette Morlé, Bénédicte Durand, Walter Reith

## Abstract

Spermatogenesis consists broadly of three phases: proliferation of diploid germ cells, meiosis, and finally extensive differentiation of the haploid cells into effective delivery vehicles for the paternal genome. Despite detailed characterization of many haploid developmental steps leading to sperm, only fragmentary information exists on the control of gene expression underlying these processes. Here we report that the RFX2 transcription factor is a master regulator of genes required for the haploid phase. A targeted mutation of *Rfx2* was created in mice. *Rfx2^-/-^* mice are perfectly viable but show complete male sterility. Spermatogenesis appears to progress unperturbed through meiosis. However, haploid cells undergo a complete arrest in spermatid development just prior to spermatid elongation. Arrested cells show altered Golgi apparatus organization, leading to a deficit in the generation of a spreading acrosomal cap from proacrosomal vesicles. Arrested cells ultimately merge to form giant multinucleated cells released to the epididymis. Spermatids also completely fail to form the flagellar axoneme. RNA-Seq analysis and ChIP-Seq analysis identified 139 genes directly controlled by RFX2 during spermiogenesis. Gene ontology analysis revealed that genes required for cilium function are specifically enriched in down- and upregulated genes showing that RFX2 allows precise temporal expression of ciliary genes. Several genes required for cell adhesion and cytoskeleton remodeling are also downregulated. Comparison of RFX2-regulated genes with those controlled by other major transcriptional regulators of spermiogenesis showed that each controls independent gene sets. Altogether, these observations show that RFX2 plays a major and specific function in spermiogenesis.

## Author Summary

Failure of spermatogenesis, which is presumed to often result from genetic defects, is a common cause of male sterility. Although numerous genes associated with defects in male spermatogenesis have been identified, numerous cases of genetic male infertility remain unelucidated. We report here that the transcription factor RFX2 is a master regulator of gene expression programs required for progression through the haploid phase of spermatogenesis. Male RFX2-deficient mice are completely sterile. Spermatogenesis progresses through meiosis, but haploid cells undergo a complete block in development just prior to spermatid elongation. Gene expression profiling and ChIP-Seq analysis revealed that RFX2 controls key pathways implicated in cilium/flagellum formation, as well as genes implicated in microtubule and vesicle associated transport. The set of genes activated by RFX2 in spermatids exhibits virtually no overlap with those controlled by other known transcriptional regulators of spermiogenesis, establishing RFX2 as an essential new player in this developmental process. RFX2-deficient mice should therefore represent a valuable new model for deciphering the regulatory networks that direct sperm formation, and thereby contribute to the identification of causes of human male infertility.

## Introduction

Reproductive failure affects 10–15% of couples worldwide, with responsibility distributed about equally between males and females [1,2]. Failure of spermatogenesis is a common cause of male infertility. A large fraction of such cases is believed to result from genetic causes. The advent of forward genetics has led to the identification of over 400 genes associated with male spermatogenic defects [1]. However, the precise etiology of most clinical cases of male infertility remains unknown.

The process of sperm production in the testis is usually described in terms of three phases: the multiplication of diploid spermatogonia, the reduction of chromosome number during meiosis in spermatocytes, and the morphological conversion of round, immotile haploid spermatids into nearly mature sperm by the process of spermiogenesis. The overall process is controlled by master external regulators, including retinoic acid, the pituitary gonadotropins, and testosterone [3]. In contrast, details of the process depend in part on local biochemical communications with closely associated Sertoli cells, and a dynamic gene expression program within the germ cells that involves both transcriptional and post-transcriptional regulation [4,5].

The current study addresses the role of a member of the Regulatory Factor X (RFX) family of transcriptional regulators. Early studies led to description of the X-box as a DNA sequence motif conserved in the promoters of genes encoding MHC class II antigen-presenting proteins [6]. Search for the factor that activates MHC class II genes through this motif led progressively to the identification of a family of RFX transcription factors (TFs) that now numbers 8 members in mammals [7,8] and has its evolutionary origins traced to microorganisms. The most fundamental shared feature is a variant of the winged helix DNA binding domain [9]. In the invertebrate metazoan *C*. *elegans* there is single RFX relative (DAF-19), which controls genes important for cilia development and function [10]. In vertebrates several *Rfx* genes have also been shown to control ciliogenesis (for review see [11,12]). The family can be divided into two groups based on their ability to form homo and heterodimers: RFX 1–4, 6 and 8 are known or predicted to have this property, while RFX5 and 7 do not. This capacity to bind as heterodimers to the same DNA motif makes unambiguous assignment of functional roles to individual RFX proteins difficult when multiple members are present in the same cell.

Mutational analysis has established critical roles for most *Rfx* genes. *Rfx1* deletion in mice was found to be embryonic lethal, in keeping with reports of a wide variety of potential roles [13]. Mouse *Rfx3* is critical for cilia development and function, and its absence leads to a variety of severe defects in left/right body patterning, CNS development and differentiation of endocrine cells in the pancreas [14–16]. Disruption of mouse *Rfx4* causes failure in the development of dorsal midline brain structures. It is also critical for formation of the subcommissural organ [17–19]. *Rfx5* was the object of the original search for the X box regulatory factor, and is strictly required for MHC class II gene expression in humans and mice [20]. Genetic ablation of *Rfx6* leads to failure of pancreatic islet development and diabetes in zebra fish and humans [21,22]. *Rfx7* deletion was recently shown to affect ciliogenesis in the developing neural tube in *Xenopus*, where it functions developmentally upstream of *Rfx4* [23]. *Rfx8* has only been identified by genomic similarity, and functional studies have not been reported (http://www.uniprot.org/uniprot/D3YU81).

In non-mammalian vertebrates *Rfx2* is crucial for the differentiation of cells carrying motile cilia and for the development of left/right asymmetry [24–27]. In contrast, the function for *Rfx2* in mammals is not well established. Initial expression profiles established in mice demonstrated extremely high transcript levels in testis compared to other organs [28]. This was amply confirmed by multiple genome wide studies (http://germonline.org/). Developmental studies revealed an initial increase in *Rfx2* mRNA during the meiotic phase of spermatogenesis [29–31]. This was confirmed at the protein level by immunohistology, showing that RFX2 is restricted to the germ line and not detected in Sertoli cells [32]. RFX2 has also been implicated in the upregulation of several genes in that period [33,34]. Regarding its own regulation, the *Rfx2* promoter region contains multiple binding sites for the MYB family of transcriptional regulators [33], of which *A-Myb* (*Mybl1*) is critically required for spermatocytes to complete meiosis [35,36]. Because RFX2 expression is greatly reduced in *A-Myb* deficient mice, it was predicted that *Rfx2* is controlled by A-MYB and in turn controls an unknown population of downstream genes important for spermatogenesis [37].

To test this last prediction we inactivated the *Rfx2* gene in mice. *Rfx2* ^*-/-*^ mice develop normally and are healthy, but males are sterile whereas fertility of female mice is not affected. We observed that spermatogenesis proceeded essentially normally through meiosis, but that all spermatids failed to progress past the round cell stage and were shed from the germinal epithelium at approximately step 7 of development. We observed a general defect in Golgi organization and acrosome formation associated with complete failure of axoneme elongation. RNA-seq based transcription-profiling performed with *Rfx2*-deficient testes at P21 and P30 identified over 100 and 600 genes, respectively, that were downregulated greater than two-fold. ChIP-Seq analysis at P21 identified many of these as being direct RFX2 targets, with a substantial number of them sharing a developmental expression pattern similar to that of *Rfx2*. Interestingly, this large group of downregulated genes shares almost no overlap with genes regulated by other transcription factors required for spermiogenesis [38–40]. These results clearly place RFX2 among the major transcriptional regulators of the haploid phase of sperm formation.

## Results

### Generation of *Rfx2* ^*-/-*^ mice

A null allele was created for *Rfx2* by flanking exon 7 with loxP sites, creating targeted ES cells and then chimeric mice that were subsequently bred to obtain germline transmission. Subsequent Cre-induced recombination resulted in the excision of exon 7 (see Materials and Methods and Fig 1). 

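Rfx2 (ENSMUSG00000024206) lies on the minus strand of chromosome 17 of GRCm38, from 56775897 to 56831013. In the transcript that the GENCODE annotation lists first for the gene, exon 7 runs from 56787579 to 56787760. It is 182 nt long and holds the primer that the authors placed in exon 7, while their exon 8 primer lies in exon 8, from 56786609 to 56786728. Exon 6, from 56799250 to 56799324, is 75 nt long and is absent from the other coding transcript with this primer pair. Dividing the length of exon 7 into codons leaves a remainder of 2 nt, and for exon 6 the remainder is 0. The full reading frame has 717 codons. Joining exon 5 to exon 8 removes 257 nt, and a stop follows after 208 codons, of which 39 come after the change of frame. Joining exon 5 to exon 9 or to exon 10 gives a stop after 219 or 182 codons. When exon 6 is kept and joined to exon 8, 9 or 10, the stop comes after 233, 244 or 207 codons. In none of these 6 joins is the number of nucleotides removed a multiple of 3.

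**Figure D1:**
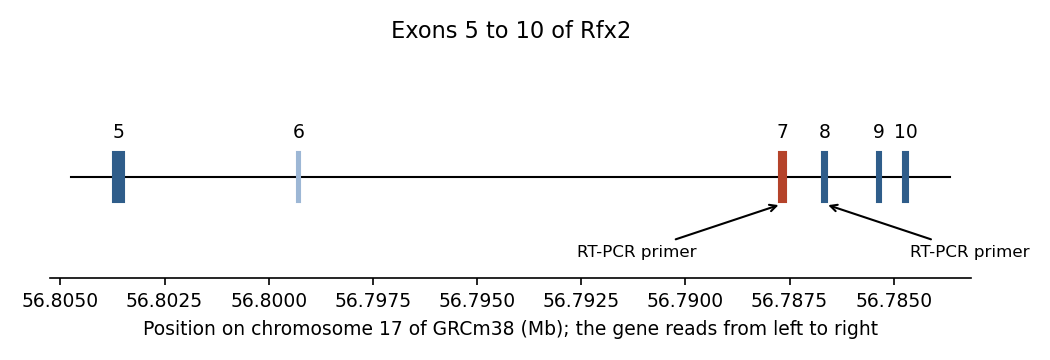
Exons 5 to 10 of Rfx2 to scale along chromosome 17 of GRCm38 (x axis, Mb), with introns as a line. Exon 7 is red, exon 6 is light blue and arrows mark the exons that hold the RT-PCR primers; exon 7 is 182 nt long.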

Removal of exon 7 deletes most of the coding region for the DNA binding domain, and is predicted to change the reading frame and introduce premature out-of-frame stop codons if either exon 5 or 6 is spliced to exon 8, 9 or 10. Interbreeding of heterozygous exon 7 deleted mice generated the three expected genotypes for both sexes in the expected Mendelian ratios. Exon 7 was shown to be absent by RT-PCR of testis RNA from *Rfx2* ^*-/-*^ mice (Fig 1E). RNA-Seq experiments (see below) confirmed the deletion as no reads were obtained for exon 7. 

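The values analysed here are counts of reads over all exons of a gene, and reads on single exons were not analysed here. At P21, between 6078 and 13391 reads were counted on Rfx2 in the 5 wild type mice and between 6351 and 7648 in the 6 Rfx2-/- mice. Exon 7 makes up 5.42% of the 3358 nt of merged Rfx2 exons, so a count for the whole gene does not show whether exon 7 is covered.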

RFX2 protein was undetectable by Western blotting (Fig 1E) and immunohistology (Fig 2A and 2B).

**Fig 1:**
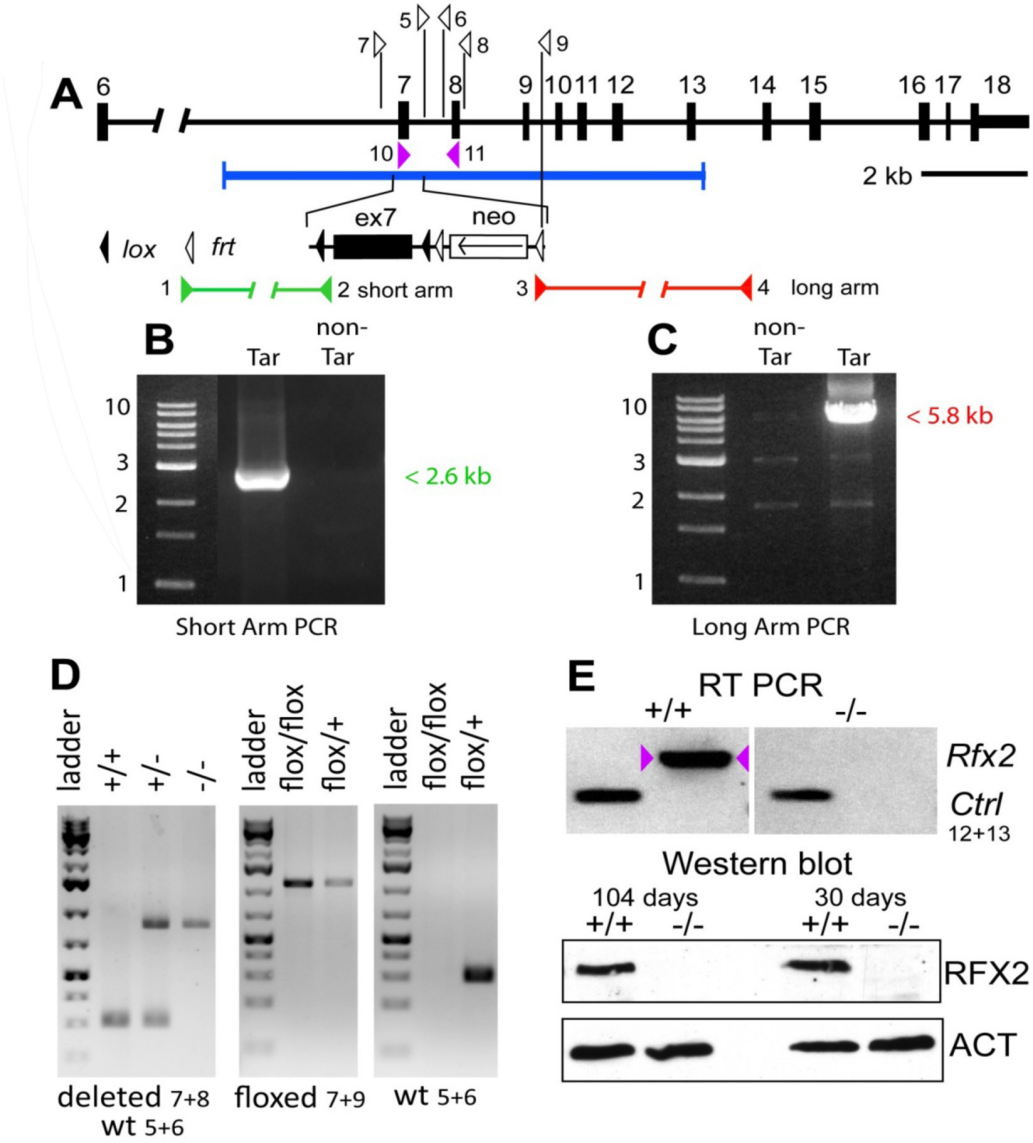
Generation *Rfx2* ^*-/-*^ *mice*. The mouse *Rfx2* gene is depicted approximately to scale from exon 6 onward (A). Below is shown the region of homology of the targeting vector, with the details of the floxed exon 7 enlarged. Locations of PCR primers are indicated above and their sequences are provided in S5 Table. ES cell clones were tested for targeted insertions using primer sets with one member lying outside the region of homology either up (B) or downstream (C) of *Rfx2* sequences present in the targeting vector. Mice were genotyped by tail biopsy using primer-pairs specific to the WT, floxed or deleted alleles (D). Reverse transcriptase PCR using testis cDNA, and a primer set anchored in exons 7 and 8, confirmed that exon 7 was absent in homozygous *Rfx2* ^-/-^ mice (E). Control amplification (Ctrl) detected a ubiquitously expressed component of the mitochondrial F1 ATP synthase complex (*Atp5a1*). Western blotting of testis protein extracts from mice of 30 or 104 days of age confirmed that full length RFX2 was not detected in homozygous *Rfx2* ^-/-^ mice (E). Actin (ACT) was used as control.

**Fig 2:**
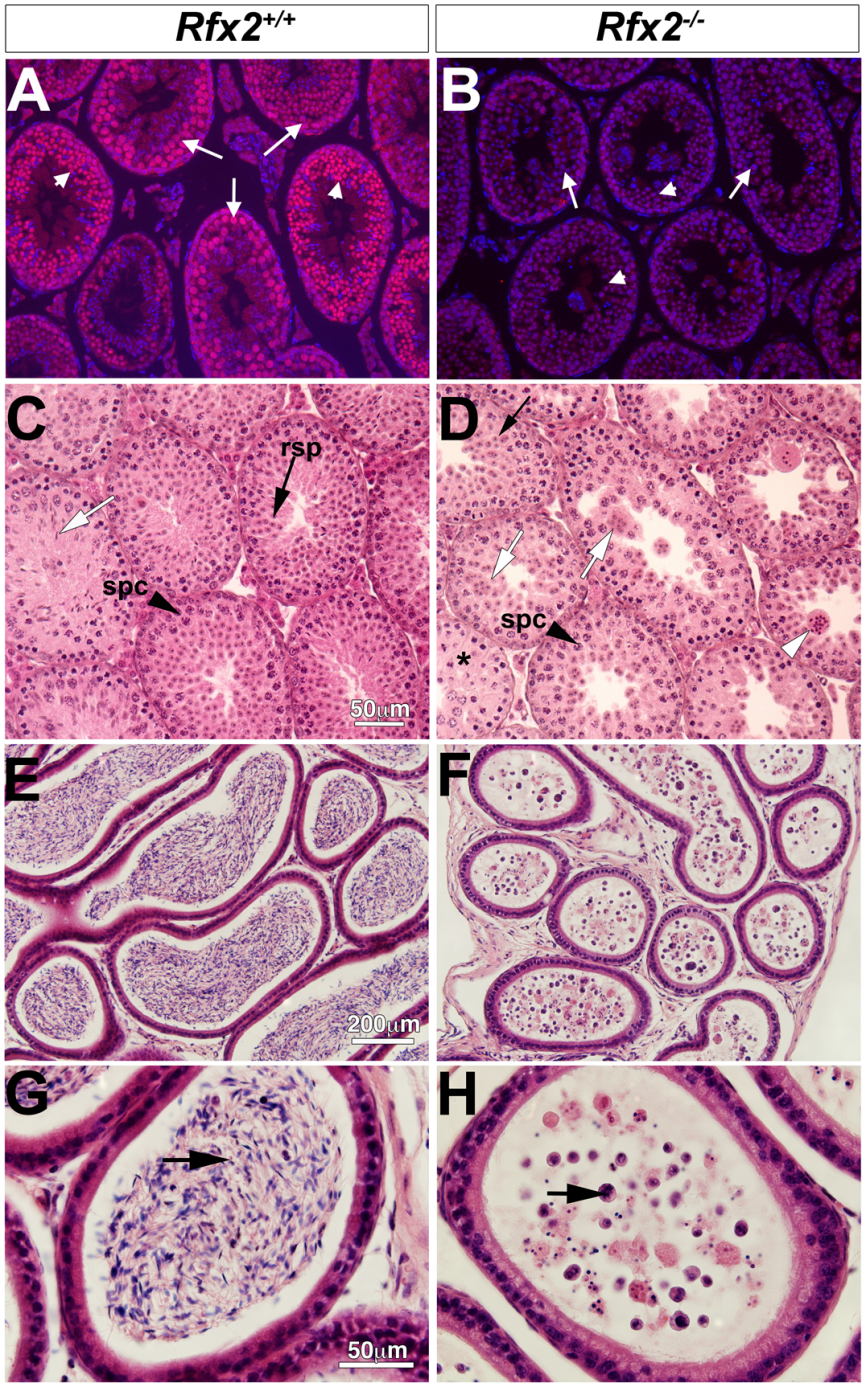
Spermatogenesis is arrested in *Rfx2* ^*-/-*^ mice. (A-B) Testis sections from *Rfx2* ^-/-^ and *Rfx2* ^+/+^ mice were stained with anti-RFX2 antibodies. RFX2 is expressed in pachytene spermatocytes (arrows) and early round spermatids (arrowheads). No RFX2 staining is observed in *Rfx2* ^*-/-*^ sections. (C-D) H&E stained sections from 30 day old *Rfx2* ^+/+^ and *Rfx2* ^-/-^ littermates are shown. (C) Seminiferous tubules from *Rfx2* ^+/+^ males show orderly development of germ cells of different stages including spermatocytes (black arrowhead, spc), round spermatids (black arrow, rsp), and late stage of spermatids with condensed nuclei (white arrow). (D) In striking contrast, *Rfx2* ^-/-^ mice exhibit an arrest in differentiation of haploid cells at approximately step 7 of the round spermatid phase (black arrow), without evidence of flagellum formation or condensation of the nucleus. Spermatids start to fuse at this stage (white arrow) leading to the formation of giant multinucleated cells that subsequently develop highly condensed nuclei (white arrowhead). Spermatocytes are normally present (spc, black arrowhead) and undergo meiosis. (E-G) In 3 month-old *Rfx2* ^*+/+*^ mice, the cauda region of the epididymis is filled with mature sperm (E, arrow in G). (F and H) The cauda epididymis of a 3-month-old *Rfx2* ^-/-^ mouse contains no mature sperm and only cell remnants (arrow).

### Spermatogenesis is arrested in *Rfx2* ^*-/-*^ mice

*Rfx2* ^*-/-*^ pups grow normally and show no developmental defects. Hence *Rfx2* ^*-/-*^ mice do not exhibit the ciliopathy hallmarks observed in *Rfx3* ^*-/-*^ mice or other phenotypes observed for *Rfx*-deficient mice [13,14,17–19,21]. *Rfx2* ^*-/-*^ males are sterile, but *Rfx2* ^*-/-*^ females have no obvious reproductive defects, as *Rfx2* ^*-/-*^ females (n = 7) produced litters that were comparable to *Rfx2* ^*+/-*^ females (average litter size was 8 for both genotypes). Initial morphological characterization showed that young adult *Rfx2* ^*-/-*^ males had slightly smaller testes but that the remainder of the male reproductive tract and accessory glands, such as seminal vesicles, appeared normal. Microscopic examination (Fig 2E–2H) revealed that the epididymis contained no sperm but instead large numbers of degenerating small cells and cell debris. The overall microscopic architecture of the testis was normal, but there was a complete block of spermatogenesis prior to the point where round spermatids should begin to elongate and develop characteristic features of spermatozoa (Fig 2C and 2D). Cells at this stage instead formed multinucleated cells with condensed nuclei, also called symplasts in some studies [41], and were released from the tubules to flow into the epididymis (white arrowhead, Fig 2B).

One of the most readily observed changes between the end of meiosis and the beginning of spermatid elongation is formation of the acrosome, which is characteristically stained by the periodic acid-Schiff (PAS) reagent due to its high glycoprotein content. Light microscopic examination of testes from 30-day-old *Rfx2* ^*-/-*^ mice, in which the first wave of developing germ cells has only recently encountered the point of arrest, showed that Golgi-derived proacrosomic vesicles appear as expected. However, they frequently fail to attach to the nucleus, and the acrosome becomes increasingly disorganized in appearance (Fig 3A–3H). This can be seen in greater detail using fluorescently tagged peanut agglutinin to label acrosomes (Fig 3I–3P). Almost no spermatids showing a typical cup-shaped acrosome spread over the nucleus, as observed in wild type (WT) step 7 spermatids, can be visualized in *Rfx2* ^*-/-*^ testis sections. At approximately step 6–7 the mutant spermatids begin to fuse into multinucleate giant cells.

**Fig 3:**
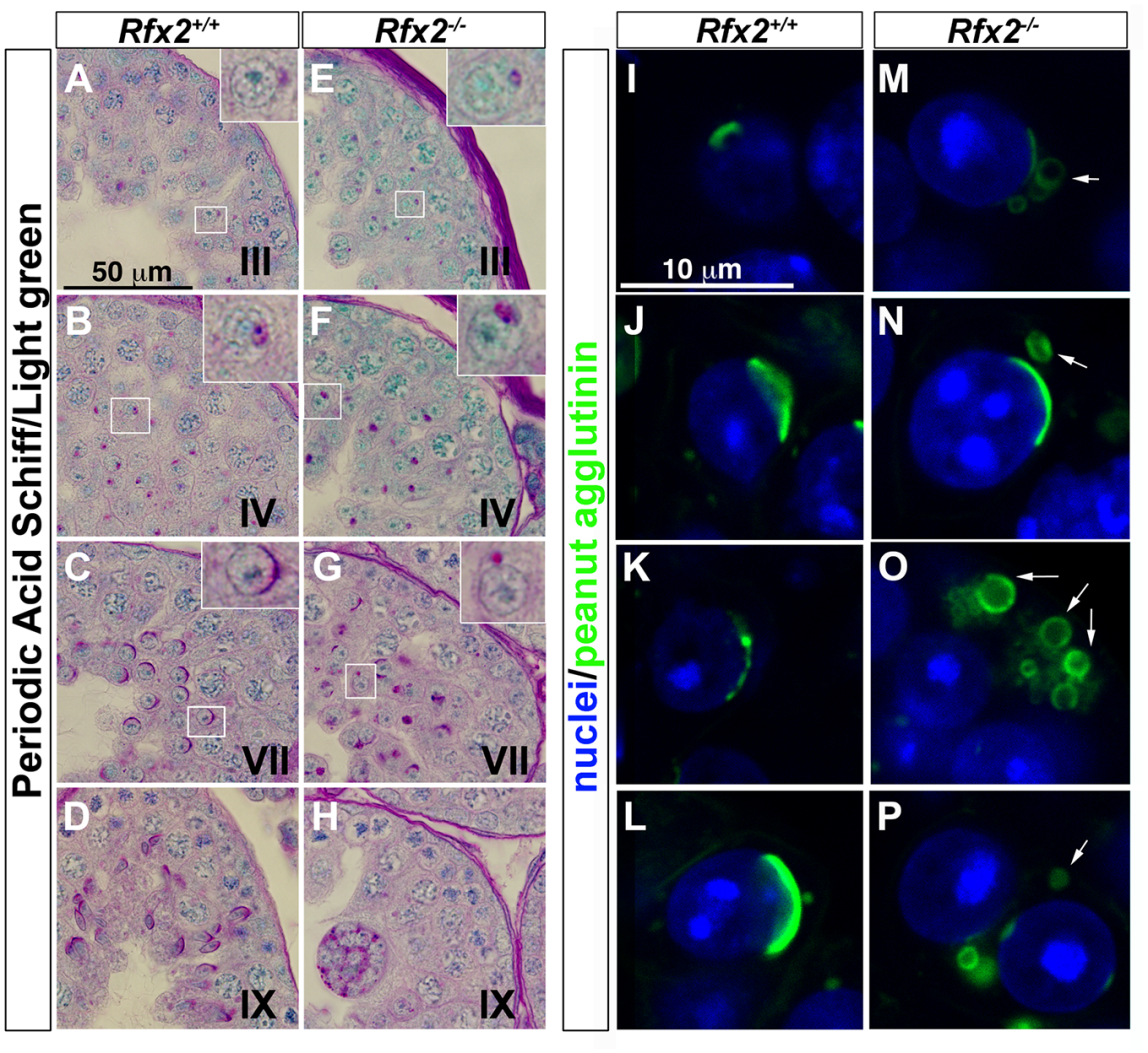
The characteristic acrosome organelle fails to develop properly in *Rfx2* ^-/-^ mice. (A-H) Periodic acid shiff (PAS) / light green stained segments of testis sections from *Rfx2* ^*+/+*^ mice (A-D) and comparable sections from *Rfx2* ^*-/-*^ mice (E-H). Developmental stages of the seminiferous tubules are noted on each panel. Insets show a 3-fold magnification of a spermatid from the respective section (box). Insets show in: (A, E) step 2 spermatids, (B, F) step 5 spermatids, (C, G) step 7 spermatids. (I-P) High power views of individual cells with the acrosomes stained by fluorescently-tagged peanut agglutinin. For *Rfx2* ^*+/+*^ sections, different step of acrosome development are shown (I: step 2, J-L: step 6–7 spermatids). For *Rfx2* ^*-/-*^ sections, variations in acrosome morphology are shown for spermatids that are about to arrest (M-P). In the majority of cases the acrosome fails to spread normally over the anterior end of the nucleus and frequently occurs as unattached vesicles (arrows).

### Arrested spermatid differentiation is not associated with increased apoptosis or accelerated accumulation of transition proteins in the nuclei

WT and *Rfx2* ^-/-^ testis sections were stained by the TUNEL technique to ascertain if the arrest in spermatid development was associated with increased apoptosis. No difference in the distribution or number of TUNEL positive cells was detected (S1A and S1B Fig). Differences in the patterns of phospho-H2AX staining in round spermatids or the condensed nuclei in multi-nucleated bodies were also not observed (S1C Fig). Nuclear condensation in multinucleated cells is thus not due to induction of apoptosis.

We next examined whether the appearance of smaller nuclei among the multi-nucleate bodies could be due to premature or aberrant synthesis of proteins involved in the normal histone to protamine transition. This stepwise process involves multiple proteins including transition proteins TNP1 and TNP2, major players in this process [42]. mRNAs for TNP1 and 2 are not reduced in the knockout mice, as revealed by our RNA-Seq analysis described below. 

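In testes at P21, Tnp1 (ENSMUSG00000026182, chromosome 1 from 73015074 to 73015909 of GRCm38) had 9.70 ± 18.9 CPM (SD, n = 5) in wild type and 6.43 ± 11.3 CPM (SD, n = 6) in Rfx2-/- testis, where CPM are counts scaled to library size as described for the RNA-Seq data. This is a log2 fold change -0.59, standard error 1.55, adjusted p = 0.779 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Tnp2 (ENSMUSG00000043050, chromosome 16 from 10787936 to 10788660), the values were 8.81 ± 15.4 CPM (SD, n = 5) in wild type and 8.25 ± 13.6 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change -0.09, adjusted p = 0.959 from the same test). Single mice carried most of these counts. Wild type replicate 1 had 43.4 CPM of Tnp1 against 0.0701 to 4.24 in the other wild type mice, and Rfx2-/- replicate 7 had 28.9 CPM against 0.185 to 6.19 in the other Rfx2-/- mice. Without wild type replicate 1, the log2 fold changes became 2.35 for Tnp1 and 2.09 for Tnp2 (adjusted p = 0.219 and 0.137). At the other end of the 11 fits that each left out a mouse, they were -2.32 for Tnp1 and -1.71 for Tnp2. The direction of both genes thus depended on single mice. With a score of round spermatid markers as a covariate, chosen after seeing the data, the log2 fold change of Tnp1 was -1.77 (adjusted p = 0.00826 from edgeR), and Tnp1 was called lower under no other alternative.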

Like many transcripts present at the end of the round spermatid stage, these mRNAs are translationally repressed until the appropriate time. However, TNP1 was not detected by Western blotting at all developmental stages (S2A Fig), whereas TNP2 was present in *Rfx2* ^*-/-*^ testis even though spermatid development does not reach the stage (steps 9–10) at which it first appears in WT animals (S2A Fig). When sections were stained for TNP2 it was detected largely over the cytoplasm of terminal stage *Rfx2* ^*-/-*^ spermatids, in contrast with its nuclear localization in *Rfx2* ^*+/+*^ mice (S2B and S2C Fig). This suggests that disorganized development may proceed to the point where translational repression of TNP2 mRNA is released, allowing accumulation of TNP2 protein, but that the latter fails to be transported efficiently into the nucleus. These results suggest that premature nuclear accumulation of transition proteins is not likely to be responsible for nuclear condensation in multinucleated cells. We cannot exclude that altered protamine levels could be involved in nuclei condensation, but this would likely be an indirect consequences of earlier nuclear defects as protamines are produced after the spermatid arrest observed in *Rfx2-/-* testes.

### Perturbed proacrosomal vesicle and axoneme formation in *Rfx2* ^*-/-*^ spermatids

EM analysis was performed to characterize in more detail the cellular defects observed in *Rfx2* ^*-/-*^ spermatids. Shortly after meiosis in WT spermatids, cell polarity is established such that the Golgi apparatus is oriented with the trans-Golgi facing the nucleus. This favors the transport of budding vesicles to the nuclear surface, where they attach to the nuclear lamina [43,44]. The migration of Golgi vesicles to the nucleus is guided by microtubule tracks and mediated by molecular motors and RAB adapter proteins [45–48]. At the opposite pole of the cell, a single axoneme develops near the plasma membrane from one of the two centrioles and gradually elongates as the basal body migrates inwards toward the nucleus [43]. These processes do not occur correctly in *Rfx2* ^*-/-*^ mice. The Golgi frequently appears disoriented such that dense-cored proacrosomic vesicles migrate away from the nucleus (Fig 4G–4M). These vesicles fuse to form large dense-cored discs that do not attach to the nucleus (Fig 4G, 4H, 4I and 4J). In other cases, vesicles have fused with the nucleus to form a partial acrosomal cap that only rarely spreads to cover half of the anterior end of the nucleus, as is the case for WT mice (compare Fig 4B–4D with 4H–4J). Occasionally, highly atypical structures are found, such as the development of an acrosome having apparently engulfed multiple vesicles containing cytoplasm (Fig 4I). Nuclei more often show protruding aneurysm-like ruptures in *Rfx2* ^*-/-*^ cells (Fig 4L). No signs of developing axonemes are found, although these are evident in WT mice (compare Fig 4E and 4F with 4M and 4N and insets). This is in agreement with the absence of acetylated tubulin stained flagella in the lumen of seminiferous tubules (S3 Fig). Interestingly, centriole pairs are found, and can occur in clusters in the giant multinucleated cells (Fig 4N–4R).

**Fig 4:**
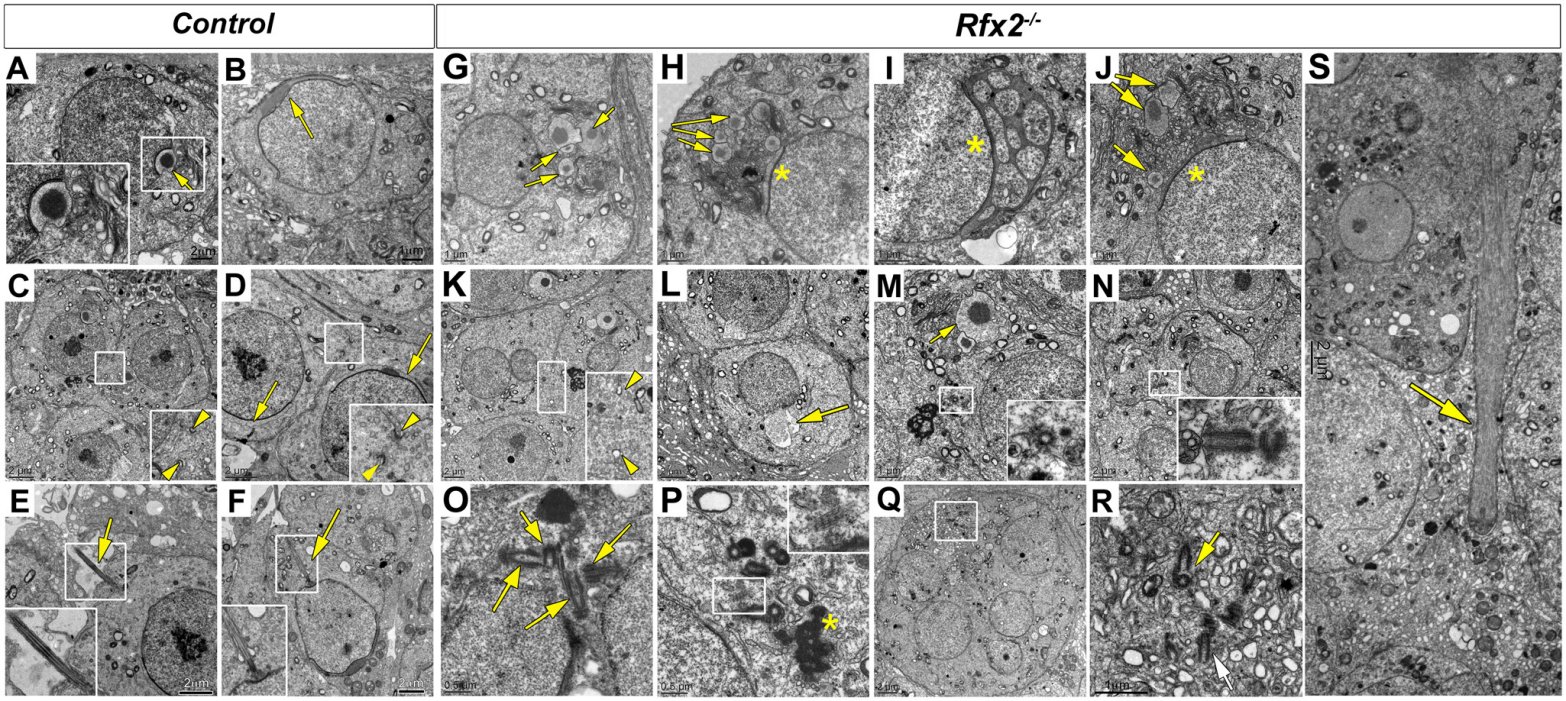
Ultrastructural defects and perturbed Golgi organization in *Rfx2* ^*-/-*^ testes. Transmission electron microscopy images of control (A-F) or *Rfx2* ^*-/-*^ (G-S) spermatids. (A) The acrosome vesicle (arrow, 2-fold magnified inset) has fused with the nucleus and is beginning to flatten at step 4. (B) As development progresses toward the end of the cap phase, acrosomes have flattened and spread over approximately half of the nuclear surface in step 7 spermatids (arrow). (C-D) cytoplasmic bridges (between two arrowheads in insets showing 2-fold enlargements) are visible between two spermatids. The acrosomal cap is marked with arrows. (E) Developing axonemes (arrows, insets show two-fold enlargements of the axonemes) are prevalent among late stage round spermatids and can be seen clearly on an early elongating spermatid of step 9 (F). (G-S) For *Rfx2* ^*-/-*^ sections various aberrant morphologies are shown for cells at about the point of developmental arrest. (G-J) Examples of aberrant acrosomes observed in *Rfx2* ^*-/-*^ spermatids. (G) Multiple acrosomic vesicles are present without attachment to the nucleus (arrows) or (H) coexisting with some degree of an attached and flattened acrosome (asterisk). (I) An atypical acrosome (asterisk) has attached and spread but contains multiple cytoplasmic inclusions. (J) Another example of multiple unattached vesicles (arrows). (K) Cytoplasmic bridges (between two arrowheads, 2-fold magnification inset) are apparently normal until spermatids fuse, forming round huge multinucleated cells, and cytoplasmic bridges disappear. (L) Nucleus with a protruding aneurysm-like rupture (arrow). (M, N) Cells contain isolated centriole pairs that have not generated axonemes (inserts). In (M), arrow points to the acrosomal vesicle. (O, P, Q, R) Within multinucleated giant cells, clusters of centrioles occur (arrows), but without associated axonemes. (Q, R) A giant multinucleated cell contains a cluster of centrioles (box enlarged in R, arrows). Ciliary rootlets are visible (2-fold enlarged inset in P), the asterisk indicates the chromatoid body. (S) A large bundle of microtubules that could be an ectopic manchette (arrow). Sizes of scale bars are indicated in individual panels.

In WT spermatids, once the acrosome cap has covered slightly more than half the nucleus, the nucleus and associated acrosome move to contact the plasma membrane, which becomes the site of new specialized junctions, the apical ectoplasmic specialization, between the germ cells and Sertoli cells [49,50]. In WT mice, these will control Sertoli cell—germ cell connections until the normal release of mature spermatids at spermiation. In *Rfx2* ^*-/-*^ spermatids the nucleus/acrosome is not observed to merge with the plasma membrane, suggesting that these junctions do not form. Coincident with this failure, mutant spermatids undergo fusion to form large multinucleate cells. Prior to this point, the mutant spermatids, like all differentiating male germ cells, maintain open cytoplasmic connections via so-called cytoplasmic bridges characterized by well-defined boundaries [51] (Fig 4K). Breakdown of the supporting boundaries of these bridges presumably accompanies the formation of giant cells, but this could not be formally demonstrated from the ultrastructure images, suggesting that once begun this is a rapid process. With the failure to form and maintain the ectoplasmic specialization junctions with Sertoli cells, the spermatids, now largely or entirely in the form of giant cells, are released to pass out of the testis and into the epididymis.

Another prominent ultrastructural feature of the maturing round spermatid is formation of the manchette, a dense arrangement of microtubules attached to the outer edge of the nucleus in a ring just below the border of the acrosome. The manchette is believed to be important for the nuclear shaping that marks the end of the round phase of spermatid differentiation [52,53]. Although no manchette is observed in *Rfx2* ^*-/-*^ spermatids, dense microtubule clusters are seen in the multinucleated cells, perhaps representing ectopic manchette formation (Fig 4S).

Staining of testis sections for the cis-Golgi marker GM130 revealed a severely altered GM130 distribution in *Rfx2* ^*-/-*^ mice (Fig 5). Whereas GM130 is mainly concentrated at one pole of WT spermatids, it is also diffusely distributed around nuclei in *Rfx2* ^*-/-*^ spermatids, illustrating an altered Golgi re-distribution at the onset of the haploid stage.

**Fig 5:**
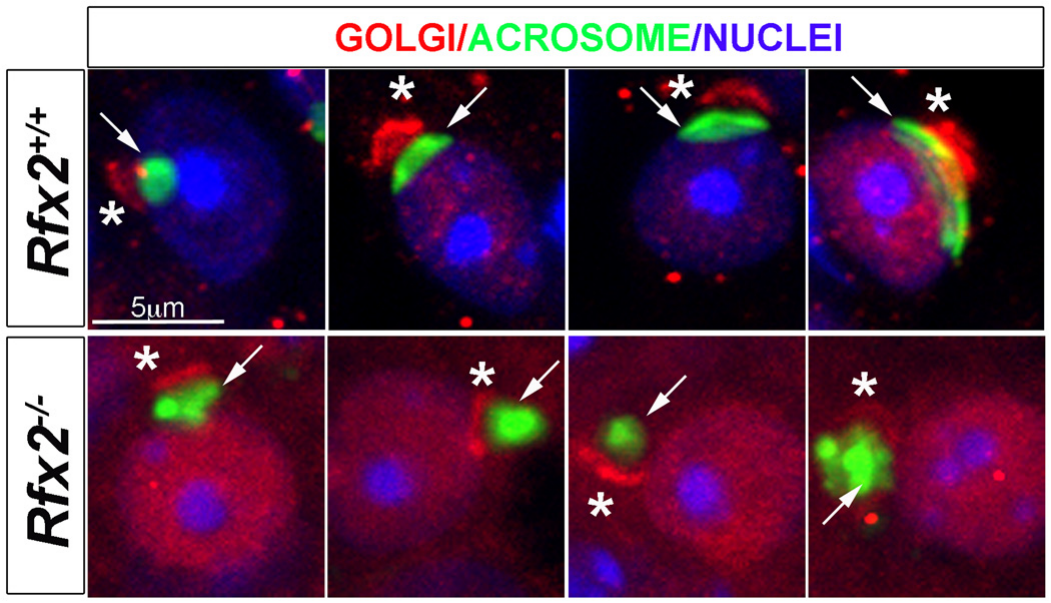
Testis sections from P30 *Rfx2* ^+/+^ or *Rfx2* ^*-/-*^ mice stained for the cis-Golgi compartment (GM130 antibody, red), the acrosome (peanut agglutinin, green) or nuclei (Dapi, blue). In WT spermatids, the Golgi compartment (asterisks) is concentrated at one pole of the nuclei above the forming acrosome (arrow) on the nucleus. In *Rfx2* ^*-/-*^ testes, GM130 staining (asterisks) is observed adjacent to the nuclei and acrosome (arrow) and can be correctly orientated in a few situations (left panel), but the overall orientation of the Golgi and acrosome is most frequently disturbed with the cis-Golgi being (from left to right) between the acrosome and the nucleus, apposed to the Golgi and the nucleus, or surrounding the acrosome.

### A wide range of mRNAs is mis-regulated in *Rfx2* ^*-/-*^ spermatids

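Testis RNA of 5 wild type (Rfx2+/+) and 6 Rfx2-/- mice at postnatal day 21 was sequenced as single reads from Illumina TruSeq libraries, and mice at postnatal day 30 were not analysed here. The authors mapped the reads to Ensembl's GRCm38 genome, discarded reads with more than 1 position and counted the remaining reads on the merged exons of each gene, leaving out reads that overlap exons of different genes. The values deposited are these raw counts for 23074 genes, without normalization. The total count per mouse lay between 26925157 and 29769483 in wild type (median 29251401) and between 22232097 and 27116903 in Rfx2-/- testis (median 23984505), a difference with a two-sided exact permutation p of 0.0130. Library sizes were then scaled by edgeR's TMM method, whose factors lay between 0.894 and 1.18, and values are given as CPM, the counts scaled to these library sizes by edgeR's cpm function. Genes kept by edgeR's filterByExpr, 15745 in all, were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called downregulated or upregulated at an adjusted p of at most 0.01 and a fold change of more than 2. The paper gives limits of 0.01 and 2-fold without stating whether p was adjusted, so the adjustment is a choice made here. A count of 3, taken as the floor of a library, corresponds to between 0.0852 and 0.139 CPM, and this limit covers counting error only. Scaling by total counts alone moved the median log2 fold change of all tested genes from -0.05 to -0.22, so every fold change is relative to such a shift.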

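Rfx2 itself, counted over all its exons, had 472, 380.2, 218, 368 and 191 CPM in wild type replicates 1 to 5, and 305, 315, 296, 282, 324 and 299.8 CPM in Rfx2-/- replicates 6 to 11. The means were 326 ± 118 CPM (SD, n = 5) in wild type and 304 ± 14.6 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change -0.10, standard error 0.21, adjusted p = 0.714 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without wild type replicate 1 the log2 fold change was 0.07. The first principal component of the log2 CPM of 15678 genes held 62.0% of the variance, and the second held 19.6%. Along the first, wild type mice ranged from -102 to 63.7 and Rfx2-/- mice from -26.6 to 85.5, so the genotypes overlapped. Along the second, wild type mice lay between -65.9 and -11.7 and Rfx2-/- mice between 6.73 and 37.4.

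**Figure D2:**
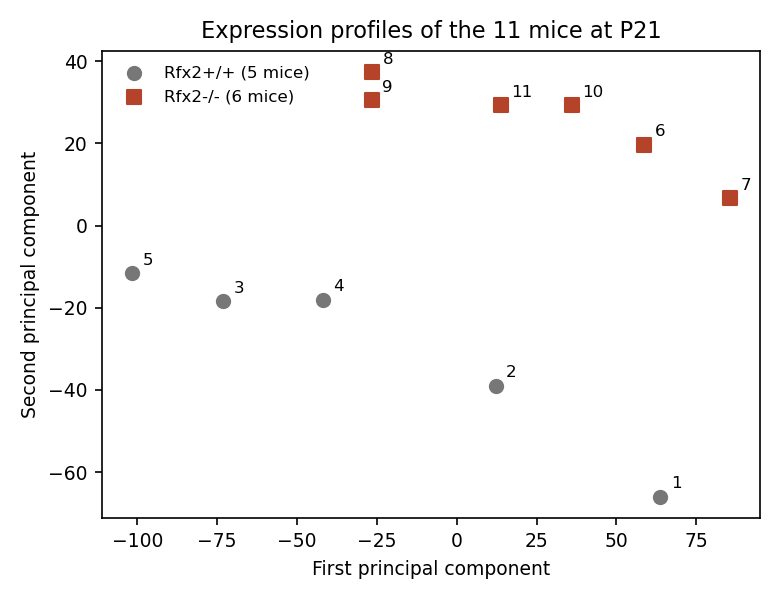
First (x axis) and second (y axis) principal component of the log2 CPM of 15678 genes, without units. Circles are the 5 wild type and squares the 6 Rfx2-/- mice at P21, numbered by replicate; the genotypes overlap along the first component and separate along the second.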

RNA-Seq based transcriptome profiling of testis cells from *Rfx2* ^*+/+*^ and *Rfx2* ^*-/-*^ mice was performed to assess the consequences of the loss of RFX2 function. Animals were chosen at postnatal days 21 (P21) and 29–30, henceforth referred to as (P30) as there are no significant changes in germ cell populations in this time window. At P21, the most advanced tubules contain only very early round spermatids while pachytene spermatocytes are plentiful. At this stage, defects in spermatogenesis are not yet histologically evident in *Rfx2* ^-/-^ mice. At P30, the first wave of germ cells has largely reached the point of arrest observed in *Rfx2* ^-/-^ mice, but potential long term cumulative effects on seminiferous tubules should be minimal. 

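At P21, 163 of the 15745 tested genes were downregulated more than 2-fold in Rfx2-/- testis, and 54 of these more than 10-fold. In 162 of the 163 genes every Rfx2-/- mouse lay below every wild type mouse. The exception was Crhr1 (log2 fold change -2.71, standard error 0.46, adjusted p = 0.00551 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), named after its values were seen. Over all tested genes, the genotypes did not overlap in 11.7%, where chance gives 0.433%. In 9 of the 163 genes every Rfx2-/- mouse had at most 3 counts, so only a lower bound of their fold change is known. Of the 54 genes, 8 are among these and were counted by their fitted fold changes, and the bound is over 10-fold in 7 of the 8. The number of downregulated genes ranged from 125 to 175 over the 11 fits that each left out a mouse. It moved most, to 350, with a score of round spermatid markers as a covariate, an alternative chosen after seeing the data. Among the alternatives set beforehand it moved most with unadjusted p-values, to 274.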

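Of the genes that S1 Table lists as downregulated at P21, 104 were tested and 100 were called. With p-values adjusted over the list alone the number was 104, which is not independent evidence since the list comes from these mice. The 4 tested genes that were not called, Armc4, Camk1g, Gm4871 and Col26a1, were lower in Rfx2-/- testis with adjusted p-values from edgeR between 0.0104 for Camk1g and 0.0150 for Col26a1, and the last 3 were named after their values were seen. Among genes without overlap between the genotypes, the 5 with the lowest fitted log2 fold changes follow; the first 4 are at the floor of 3 counts, so their rank is not measured. 1700012P22Rik (ENSMUSG00000028589) had 8.39 ± 8.89 CPM (SD, n = 5) in wild type and 0.00741 ± 0.0181 CPM (SD, n = 6) in Rfx2-/- testis, at least 64.8-fold lower, and was no longer called without Rfx2-/- replicate 9 (adjusted p = 0.0212, the highest of all alternatives, which went down to 4.27e-15). 1700001C02Rik (ENSMUSG00000029182) fell from 9.91 ± 10.5 CPM (SD, n = 5) and was at least 76.5-fold lower (adjusted p = 0.000712). The bounds of these genes rest on wild type means that replicate 1 raised. It had 22.9 CPM of 1700012P22Rik against 1.10 to 10.3 in the other wild type mice. For 1700001C02Rik it had 27.3 CPM against 1.36 to 11.8, so both bounds would be lower without it. A630010A05Rik (ENSMUSG00000075395) and Gm1758 (ENSMUSG00000090808) had no count in any Rfx2-/- mouse and were at least 12.8-fold and 10.0-fold lower (adjusted p = 0.00426 and 0.00960). Leaving out wild type replicate 2 raised these p-values to 0.0175 and 0.0291, and Gm1758 was called in only 1 of the 11 fits that each left out a mouse. Ccdc42 (ENSMUSG00000045915, chromosome 11 from 68587021 to 68597966) fell from 59.2 ± 32.2 to 0.264 ± 0.0972 CPM, a log2 fold change -7.78, standard error 0.48, adjusted p = 1.09e-05.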

Global representations of RNA-Seq experiments comparing the transcriptomes of WT and *Rfx2* ^-/-^ testes at days P21 and P30 are shown in S4 Fig. At P21, 106 genes were down regulated (p < 0.01) greater than 2-fold, of which 47 were decreased more than 10-fold (Fig 6A, S1 Table). By P30, the number of 2-fold downregulated genes increased to 640, with 151 being decreased 10-fold or more (Fig 6A, S1 Table). Most genes downregulated at P21 were also downregulated at P30: 95 genes were affected at both time points (Fig 6B and 6C). 

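The 95 genes that S1 Table lists as downregulated at both ages were all tested at P21. Their median log2 fold change was -3.03, also with the 5 genes at the floor set to their bounds, and 92 were called more than 2-fold lower, or 95 with p-values adjusted over the list alone. The list was chosen partly on these mice. Of the 11 genes listed as downregulated at P21 only, 9 were tested and 8 were called, with a median log2 fold change of -1.87. A further 48 of the genes called downregulated at P21 are listed as downregulated at P30 only.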

Markedly fewer genes were upregulated more than 2-fold: 67 genes at P21 and 128 genes at P30 (Fig 6A, S1 Table). 

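At P21, 34 genes were upregulated more than 2-fold, and in 33 of them every Rfx2-/- mouse lay above every wild type mouse. Downregulated genes made up 82.7% of all calls over 2-fold. The number of upregulated genes moved most with the Wald test of DESeq2, to 109, which lowered the share of downregulated genes to 68.1%. With unadjusted p-values it was 102, and the share was 72.9%. A single mouse also decided it, since 66 genes were called without wild type replicate 1 (share of downregulated genes 70.0%) but 20 without wild type replicate 3 and 22 without Rfx2-/- replicate 6 or 7. All 67 genes that S1 Table lists as upregulated at P21 had positive log2 fold changes, from 0.96 to 5.03 with a median of 1.29. Of these, 30 were called over all genes and 67 adjusted over the list alone, a list made from these mice. Dbn1 (ENSMUSG00000034675, chromosome 13 from 55473429 to 55488111) had 24.0 ± 4.34 CPM (SD, n = 5) in wild type and 239 ± 58.2 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 3.32, standard error 0.19, adjusted p = 8.17e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptx4 (ENSMUSG00000044172) had 0.260 ± 0.0908 CPM (SD, n = 5) in wild type and 1.19 ± 0.560 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 2.17, standard error 0.37, adjusted p = 0.00527), and its adjusted p passed 0.01 in 6 of the 11 fits that each left out a mouse, rising to 0.0185 without wild type replicate 2.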

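At P21, Gm9825, named after its values were seen, reached a log2 fold change of 5.03 (adjusted p = 0.00373 from edgeR), but its genotypes overlapped.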

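Of the 9 genes that S1 Table lists as upregulated at both ages, 8 were called upregulated at P21, and 9 when adjusted over the list alone. Their median log2 fold change at P21 was 1.88. Gnaz (ENSMUSG00000040009, chromosome 10 from 74967177 to 75016907) had 8.48 ± 2.15 CPM (SD, n = 5) in wild type and 87.0 ± 5.53 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 3.36, standard error 0.16, adjusted p = 1.91e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Oit1 (ENSMUSG00000021749, chromosome 14 from 8348937 to 8378754) had 27.3 ± 13.3 CPM (SD, n = 5) in wild type and 153 ± 19.4 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 2.48, standard error 0.30, adjusted p = 0.000608). A530064D06Rik, named after its values were seen, was the gene not called, with 0.664 ± 1.09 CPM (SD, n = 5) in wild type and 9.88 ± 1.35 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 3.86, standard error 0.84, adjusted p = 0.0186).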

Only 9 genes were upregulated significantly at both time points (Fig 6A, S1 Table).

**Fig 6:**
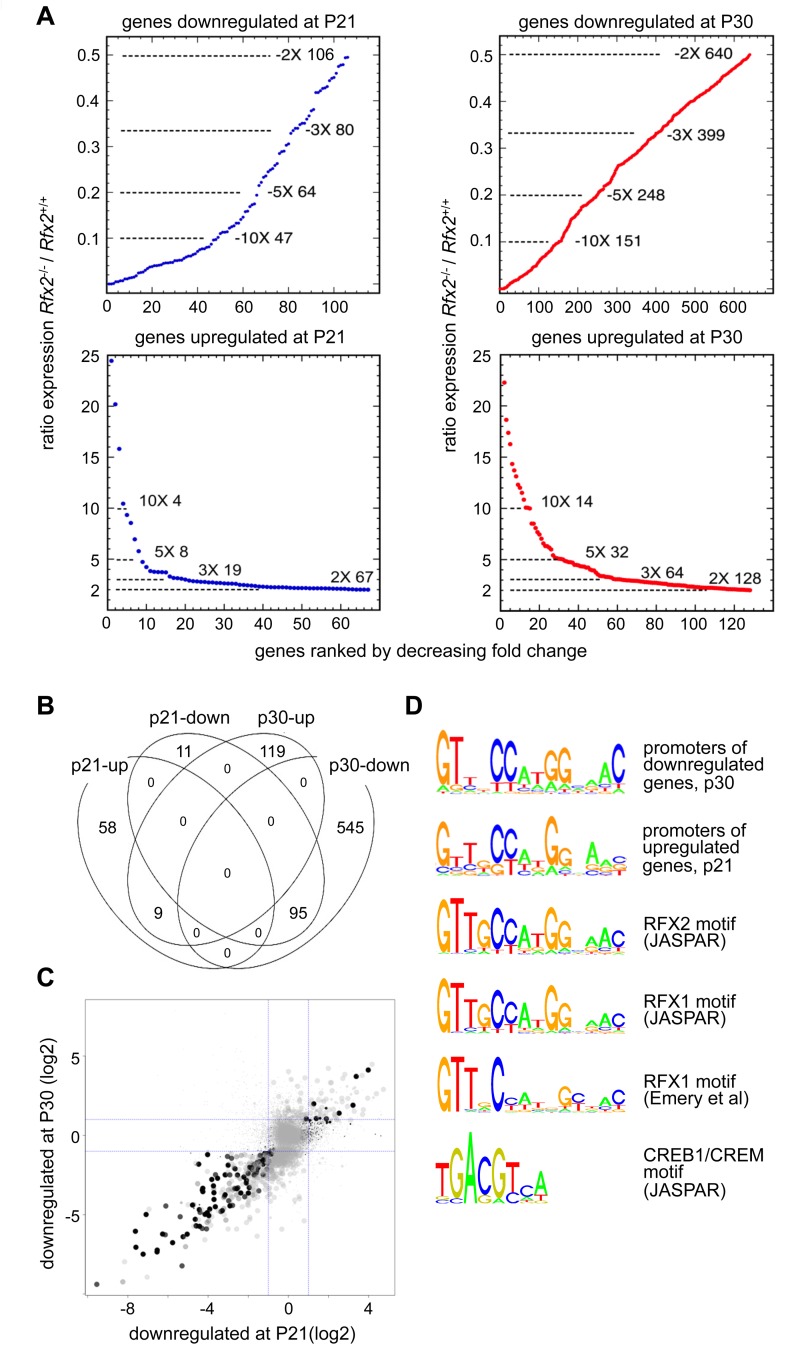
Perturbed gene expression in *Rfx2* ^-/-^ testis. (A) Plots of the cumulative number of downregulated genes as a function of their expression level in *Rfx2* ^-/-^ relative to *Rfx2* ^+/+^ testis: (top) downregulated genes at P21 and P30; (bottom) genes upregulated at P21 and P30. (B) Venn diagram representing the overlap between each set of differentially expressed genes. (C) Differentially expressed genes were plotted according to their fold-change (log2) at P21 and P30. Dot size is inversely proportional to the p-value at P21. Black to grey scale is inversely proportional to the p-value at P30. (D) Motifs that are significantly enriched in the promoters of P30 downregulated or P21 upregulated genes are compared with the X motifs defined for RFX1 and RFX2 in JASPAR, and the X motif identified experimentally for RFX1 [8]. The motif identified in JASPAR for CREB1/CREM is also reported, to show the absence of homology with RFX binding motifs.

To identify genes that are downregulated in *Rfx2* ^-/-^ testis and exhibit a developmental expression program consistent with activation by RFX2 in WT testis, we used the WT expression data described in a recent RNA-Seq analysis of mouse spermatogenesis [29]. *Rfx2* expression first increases significantly by day 14, as cells reach early-mid pachytene, and then increases dramatically between days 17 and 21, as the leading cells complete meiosis (Fig 7). Among genes that are downregulated in *Rfx2* ^-/-^ testes and exhibit statistically reliable expression profiles in the data of Laiho et al [29], the majority (47/55 at P21 and 226/281 at P31) exhibits expression profiles during spermatogenesis consistent with activation by *Rfx2*, (Fig 7, S2 Table).

**Fig 7:**
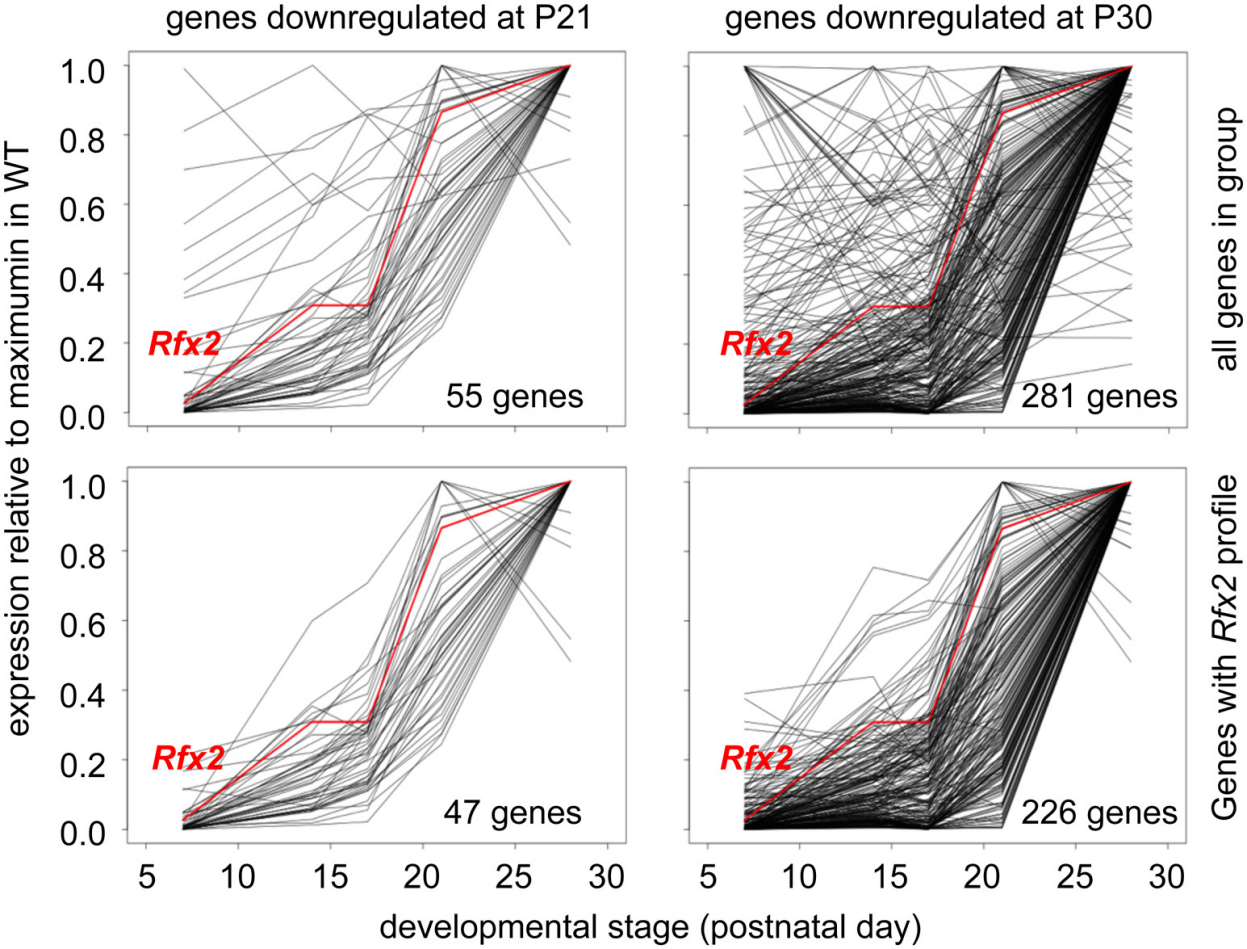
Developmental expression profiles of genes downregulated in *Rfx2* ^-/-^ testis. Expression patterns derived from [29], are shown for genes that are downregulated in *Rfx2* ^-/-^ testis at P21 (left plots) or P30 (right plots). The plots show the expression patterns for all genes in the group (top) or for genes exhibiting expression patterns that are the most consistent with activation by RFX2 (lower). Gene totals are less than in Fig 6 because genes exhibiting unreliably low read values in the Laiho et al. data set were not included.

Searches for transcription factor binding sites in the promoters of differentially expressed genes, revealed that RFX binding motifs are highly enriched in genes that are upregulated at P21 or downregulated at P21 and/or P30 (S5 Fig). Similarly, an unbiased motif discovery approach identified a 14 bp inverted repeat exhibiting strong homology to the consensus RFX binding site (X box) in the promoter regions (-500 to + 50 bp relative to the predicted transcription start site, TSS) of genes that are upregulated at P21 and downregulated at P30 in *Rfx2* ^-/-^ testis (Fig 6D). Overall, 159 differentially expressed genes contain an X-box in their promoter regions (S1 Table). These observations suggest that RFX2 directly regulates these genes.

### Identification of target genes regulated directly by RFX2

To identify genes that are regulated directly by RFX2 in spermatocytes and early spermatids, we carried out chromatin immunoprecipitation followed by high throughput sequencing (ChIP-Seq), using dissociated germ cell preparations from P21 WT mice. We identified nearly 3,000 reproducible and statistically-significant peaks corresponding to binding of RFX2 (Fig 8). Of these peaks, about 1/3 (977) were located within presumptive promoter regions (-500 to- +50), whereas the remaining were distributed in introns, exons and intergenic regions (Fig 8A). The most robust (lowest p-value) peaks were preferentially enriched in promoter regions (Fig 8B). Representative promoter peaks are shown in S6 Fig. The distribution of promoter peaks showed a marked concentration near the TSS (Fig 8C). Genes with promoter peaks will henceforth be designated RFX2 targets.

**Fig 8:**
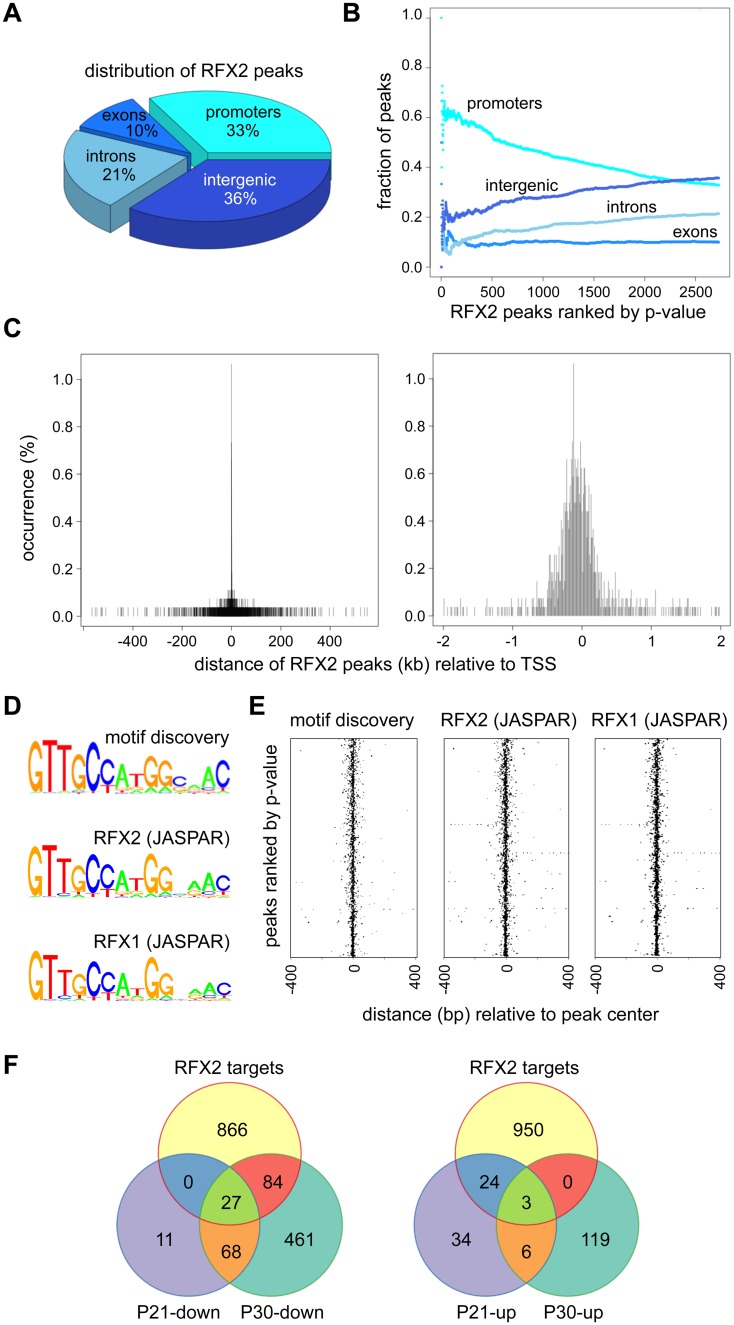
ChIP-seq analysis of RFX2 target genes in mouse testis. (A) Distribution of RFX2 binding peaks in different genomic regions. (B) Fractions of peaks mapping in the different regions relative to the p-value of the peaks. Peaks are ranked according to increasing p-value. (C) Distribution of peak centers relative to the TSS for genes having peaks within promoter regions. Peaks are mostly centered near the TSS. (D) A motif that is significantly enriched in the promoters of Rfx2 downregulated target genes is compared with the X motifs defined for RFX1 and RFX2 in JASPAR. (E) Position of the *de novo* identified motif (motif discovery) and predicted RFX1 or RFX2 motifs relative to the TSS of RFX2 target genes. All three motifs cluster near the TSS. (F) Venn diagram showing the overlap between RFX2 targets (identified by ChIP-Seq) and differentially expressed genes at P21 and P30.

An unbiased search for overrepresented sequence motifs in the ChIP peaks again identified a 14 nucleotide motif exhibiting an almost perfect match to consensus binding sites for RFX1 and RFX2 (Fig 8D), illustrating that the RFX2 binding motif found in spermatogenesis genes is not different from previously established X-box motifs. As expected, the RFX motifs are mostly located near the center of the ChIP peaks (Fig 8E). In summary, these data clearly show that RFX2 binding sites are located very close to the TSS in the majority of target genes.

Among RFX2 target genes identified by ChIP-seq, 138 were differentially expressed in *Rfx2* ^*-/-*^ testes (Fig 8F and S1 Table), 111 being downregulated and 27 being upregulated. This pinpoints these genes as primary RFX2 target genes in the mouse testis. 

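Of the 977 genes that S1 Table marks as ChIP-Seq targets of RFX2, 948 were tested at P21. They made up 47 (28.8%) of the 163 downregulated genes and 12 (35.3%) of the 34 upregulated genes. Against the other tested genes the odds ratio was 6.60 for downregulated genes (two-sided Fisher's exact test, p = 4.07e-20) and 8.61 for upregulated genes (p = 3.38e-07). Over the alternatives the odds ratio for downregulated genes ranged from 4.92, with calls at an unadjusted p of at most 0.01, to 8.42, without the filter on counts. At any fold change, 67 targets were called lower and 29 higher, and 149 targets in all were called when adjusted over the list alone. As a set the targets did not shift. Their median log2 fold change was 0.01, 462 of them lay below 0 and 486 above, and limma's camera test with its preset correlation gave p = 0.361, towards higher values. This direction changed to lower without wild type replicate 3 or 5. A log2 fold change under -1 was found in 7.91% of the targets and 2.45% of the other genes, and one over 1 in 3.38% and 2.30%. Of the 138 targets that S1 Table lists as differentially expressed at either age, 133 were tested at P21, 47 were called lower and 12 higher, and 98 were called adjusted over the list alone, which was chosen partly on these mice. From the binding of RFX2 to these genes and their changed expression in Rfx2-/- testis, the paper concludes that they are primary RFX2 target genes.

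**Figure D3:**
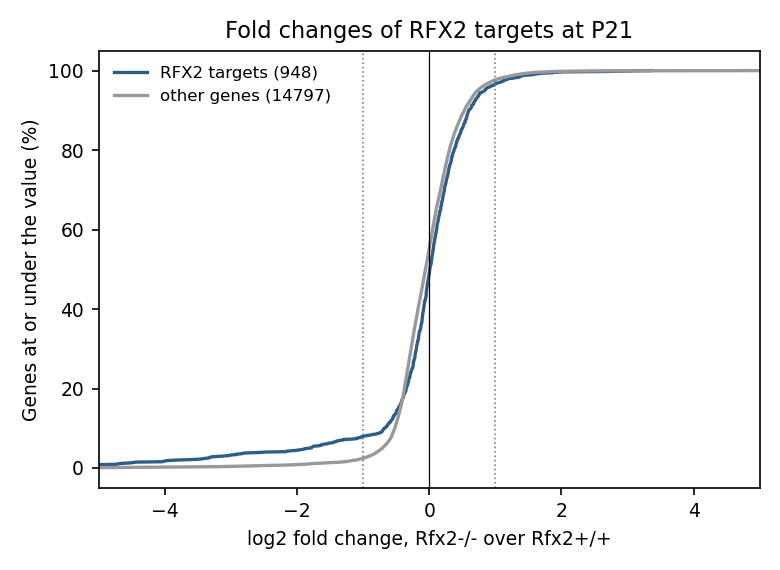
Cumulative percent of genes (y axis) at or under a log2 fold change at P21 (x axis, Rfx2-/- over wild type, shown from -5 to 5) for 948 RFX2 targets and 14797 other tested genes. Dotted lines mark 2-fold changes; 7.91% of the targets and 2.45% of the other genes lie under -1.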

A substantial fraction of these target genes exhibit expression patterns during spermatogenesis [29] consistent with activation by RFX2 (compare upper and lower left-hand panels in Fig 9A and 9B). These genes are therefore likely to be directly regulated by RFX2 in the testis.

**Fig 9:**
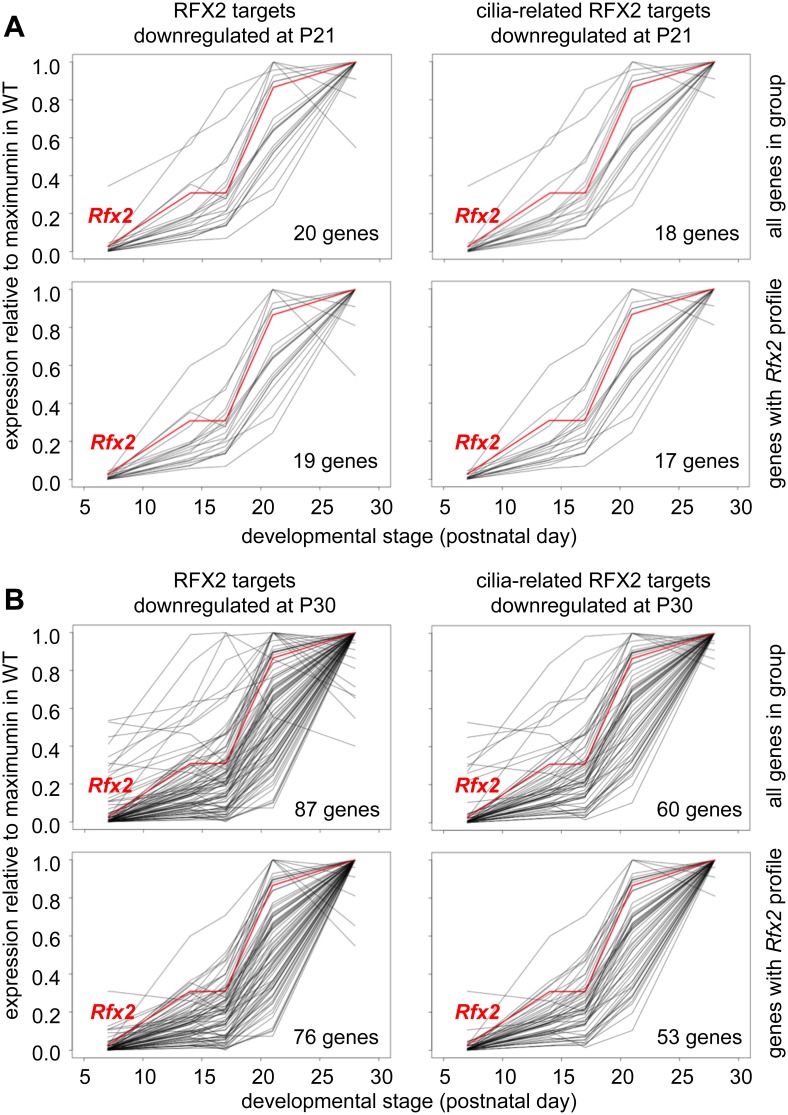
Developmental expression profiles of RFX2 target genes. Expression patterns derived from [29], are shown for target genes that are downregulated in *Rfx2* ^-/-^ testis at P21 (A) or P30 (B). The plots show the expression patterns for all genes in the group (top) or for genes exhibiting expression patterns that are the most consistent with activation by RFX2 (lower). Left panels show all genes in the group and right panels only cilia-related genes from each set.

### RFX2 target genes are involved in cilia assembly and function

Gene ontology analysis (see Supplemental methods) revealed a specific and significant enrichment (p <0.001) in genes associated with GO terms related to ciliogenesis—such as cilium morphogenesis (GO:0060271), cilium organisation (GO:0044782), cilium assembly (GO:0042384) or cell projection GO:0042995—for both the set of direct RFX2 targets identified by ChIP-seq and the set of differentially expressed genes in *Rfx2* ^*-/-*^ testis (S7 and S8 Figs, S3 Table). We therefore examined the list of downregulated genes for those related to cilia using two reference lists. The first is the database “CilDB” [54]. The second is the “gold standard” list established by the Syscilia consortium [55]. CilDB provides a score corresponding to the number of times a gene is found with low, medium or high confidence in various studies aiming at identifying cilia-associated genes. 

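S1 Table marks genes that are in the Syscilia gold standard list or found with high stringency in CilDB. Of the 163 genes called downregulated at P21, 151 are in S1 Table and 71 (43.6% of the 163) carry such a mark. Genes outside S1 Table carry no mark, so no enrichment was tested. The number of marked genes moved most, to 119, with the round spermatid covariate chosen after seeing the data. S1 Table marks 53 of the genes it lists as downregulated at P21; 52 of them were tested and 50 were called, or 52 adjusted over the list alone, a list made from these mice. Their median log2 fold change was -2.96, also with the 2 genes at the floor set to their bounds.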

Among genes that are downregulated in *Rfx2* ^*-/-*^ testis, 52/106 (49%) at P21 and 231/640 (36%) at P30 are potentially involved in ciliogenesis, as they are found with high confidence in at least one cilia-related study documented in the CilDB database and/or in the Syscilia gold standard list (Fig 10A, S1 Table). Of these, 43/52 at P21 (82%) and 148/231 at P30 (64%) are down regulated more than 3-fold (Fig 10A, S1 Table). Many of these downregulated cilia-related genes are direct targets of RFX2 (Fig 10B, S1 Table). 

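Of the 71 marked genes called downregulated at P21, 59 fell more than 3-fold and 26 more than 10-fold.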

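Of the 71 cilia-marked genes called downregulated at P21, 32 are ChIP-Seq targets of RFX2. Among the 23 such targets that S1 Table itself lists as downregulated at P21, 22 were called, 23 were called adjusted over the list alone, and the median log2 fold change was -3.32.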

Among genes that are both differentially expressed in *Rfx2* ^-/-^ testis and direct targets of RFX2, 80/138 (57%) are found with high confidence in at least one cilia-related study documented in the CilDB database and/or in the Syscilia gold standard list (S1 Table). Most of these genes exhibit developmental expression profiles [29], similar to *Rfx2* (Fig 9A and 9B right-hand panels). 

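At P21, 59 RFX2 targets were called more than 2-fold down or up, and 38 of them (64.4%) carry a cilia mark in S1 Table. Of the 889 other tested targets, 385 (43.3%) carry one. By the same marks, S1 Table holds 86 marked genes among the 138 targets it lists as differentially expressed at either age, and 430 among its 977 targets.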

Examination of our ChIP-Seq data for a selection of cilia-associated target genes downregulated at P21 and P30 clearly showed peaks in their promoter regions (see S6 Fig for examples). 

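Among the 34 genes called upregulated at P21, 11 carry a cilia mark in S1 Table and 6 of these are RFX2 targets. With the Wald test of DESeq2 the numbers were 34 and 18, and without wild type replicate 1 they were 22 and 13. S1 Table marks 29 of the genes it lists as upregulated at P21. All of them had positive log2 fold changes, with a median of 1.19; 11 were called over all genes and 29 adjusted over the list alone. For the 15 of these that are RFX2 targets, the numbers were 6 and 15.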

Finally, among 28 cilia-related genes that are upregulated at P21, 11 are direct targets of RFX2 (S9A Fig). These results clearly indicate that genes involved in ciliogenesis are primary targets of RFX2 in the mouse testis.

**Fig 10:**
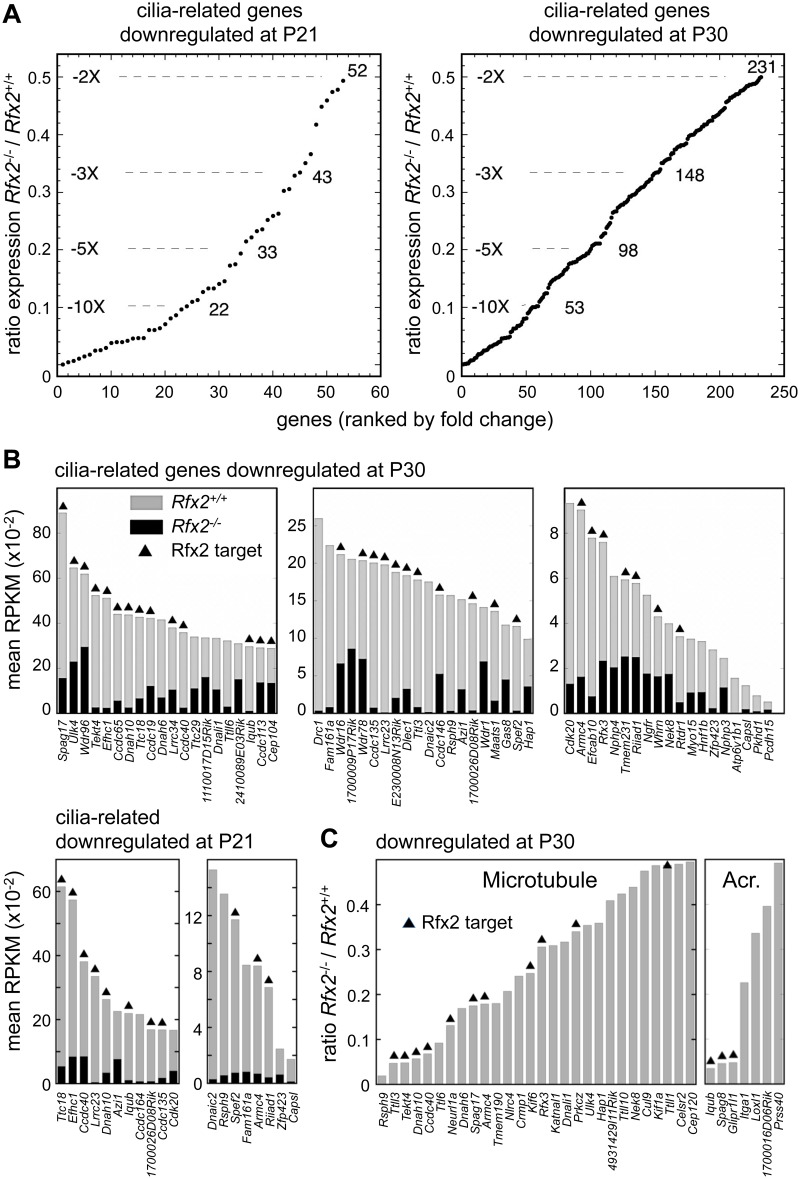
Downregulated genes having known or suspected functions related to cilia/flagellum formation, microtubule function or the acrosome. (A) Plot of the cumulative number of cilia-related genes as a function of their expression level in *Rfx2* ^-/-^ relative to *Rfx2* ^+/+^ testis. Downregulated genes analyzed are included in the Syscilia gold standard list [55] or have at least 1 high-confidence citation in the CilDB database. (B) Bars show the expression levels (RPKM, reads per Kb per million) in *Rfx2* ^*+/+*^ (grey) and *Rfx2* ^*-/-*^ (black) testis for downregulated genes included in the Syscilia Gold or Potential lists. RFX2 targets are indicated above the bars. Genes are ordered according to their expression level in WT mice. (C) Downregulated genes assigned to GO terms related to microtubule or the acrosome (GO function or compartment). Expression in *Rfx2* ^-/-^ testis is expressed relative to *Rfx2* ^+/+^ testis. RFX2 targets are indicated above the bars.

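The 19 genes shown in Fig. 10B that S1 Table lists as downregulated at P21 were all lower in Rfx2-/- testis, with log2 fold changes from -6.50 to -1.64 and a median of -3.89. Of these, 18 were called over all genes and 19 adjusted over the list alone, and Armc4 was the exception. Lrrc23 (ENSMUSG00000030125, chromosome 6 from 124769863 to 124779727 of GRCm38) fell most, from 126 ± 58.6 CPM (SD, n = 5) to 1.38 ± 0.219 CPM (SD, n = 6; log2 fold change -6.50, standard error 0.36, adjusted p = 6.99e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ttc18 (ENSMUSG00000039543), with the highest expression of these genes in wild type testis, had 231 ± 95.2 CPM (SD, n = 5) in wild type and 18.7 ± 5.94 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change -3.62, standard error 0.31, adjusted p = 8.55e-05), and Rfx2-/- replicate 7 alone had 30.4 CPM. Azi1 (ENSMUSG00000039781) fell least (log2 fold change -1.64, standard error 0.18, adjusted p = 0.000321).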

### RFX2 regulates genes implicated in cell adhesion and intracellular trafficking

To understand how RFX2 deficiency could lead to specific Golgi-associated and acrosome-formation defects, we examined all GO terms associated with differentially expressed genes at P21 or P30. Many genes deregulated in *Rfx2* ^-/-^ testis were found to match to GO terms associated with intracellular transport, microtubule associated processes or small GTPase regulation, even though these terms were not significantly enriched. For example, of genes that are downregulated in *Rfx2* ^-/-^ testis, 35 belong to gene sets corresponding to the GO terms “microtubule” or “acrosome”, and a substantial fraction of these genes are direct RFX2 targets (Fig 10C). Impaired expression of these genes could contribute to defective cell polarization, proacrosomic vesicle migration and acrosome formation during the first steps of spermatid differentiation.

GO terms that are enriched with a p-value below threshold (0.01<p<0.001), include terms linked to cell-adhesion or cytoskeleton organization. Genes associated with these terms could account for some of the spermatid defects observed in *Rfx2* ^*-/-*^ mice, in which spermatids lose their contacts with adjacent Sertoli cells and form giant multinucleated cells. These genes include *Fndc3c1*, which is a paralogue of *Fndc3a*. The latter is mutated in the mouse *sys* strain (S4 Table), which has a phenotype strikingly similar to that of *Rfx2* ^-/-^ mice in that it is characterized by the formation of giant multinucleated cells referred to as symplasts [56]. Another interesting candidate is *Fascin* 1, which is down regulated both at P21 and P30, and is known to be involved in the ectoplasmic specialization required for spermatid-Sertoli cell contacts in the rat testis [57].

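At P21, Fscn1 (ENSMUSG00000029581, chromosome 5 from 142960343 to 142973185 of GRCm38) had 17.9 ± 0.949 CPM (SD, n = 5) in wild type and 8.40 ± 1.11 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change -1.09, standard error 0.10, adjusted p = 0.000143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every Rfx2-/- mouse lay below every wild type mouse, and the log2 fold change stayed between -1.12 and -1.04 with each mouse left out in turn.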

## Discussion

We demonstrate here that a targeted mutation of the gene encoding RFX2, one of the earliest identified members of the RFX family of transcription factors, leads to a complete block in mouse spermiogenesis. While over 400 mutations have been reported to affect spermatogenesis in the mouse [1], relatively few result in complete arrest of development at the end of the round spermatid stage [58] (S4 Table). Most of these mutations lead to defects in RNA processing or formation of RNA-protein complexes. A number also affect specific cell organelles or cell junctions. Prior to this report, only three of these mutations involved genes encoding TFs. Of these, two (*Tbpl1* and *Taf7l*) [40,59] encode variants of general transcription factors (GTFs), leaving CREM as the only sequence/gene-specific TF established to have a pivotal role in controlling spermiogenesis at the round spermatid stage [60,61]. Our results thus identify RFX2 as a second essential master TF implicated in this stage of spermatogenesis. 

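At P21, Crem (ENSMUSG00000063889) had 112 ± 43.2 CPM (SD, n = 5) in wild type and 160.0 ± 38.8 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 0.52, standard error 0.26, adjusted p = 0.148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tbpl1 (ENSMUSG00000071359) had 193 ± 76.0 CPM (SD, n = 5) in wild type and 335 ± 45.0 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 0.79, standard error 0.25, adjusted p = 0.0509), and Taf7l (ENSMUSG00000009596) had 144 ± 48.4 CPM (SD, n = 5) in wild type and 106 ± 13.0 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change -0.44, standard error 0.20, adjusted p = 0.117). The unadjusted p-values from the same fit were 0.0713, 0.00777 and 0.0481. None of the 3 genes was called. Over the alternatives, the adjusted p of Tbpl1 ranged from 0.00727 with the Wald test of DESeq2 to 0.102 without wild type replicate 3.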

Of note, none of the transcriptional regulators known to be required for spermiogenesis (see S4 Table) are affected by *Rfx2* disruption.

### RFX2, CREM and TAF7l control largely non-overlapping gene sets

Genome wide analyses of their effects on transcriptional programs in testis have been performed for mutations in *Crem* and *Taf7l* [39,40]. *Crem* occupies a special place among genes encoding transcriptional regulators of spermatogenesis. In the testis it produces a specific splice variant encoding CREM-tau, a unique isoform of the cAMP-responsive element modulator (CREM), which comprises a family of isoforms that bind to the cAMP response element (CRE). While most of the splice variants produce inhibitory factors, CREM-tau is stimulatory and appears late in meiosis [62]. *Crem* was one of the earliest targets of engineered mutations [60,61] and proved to be essential for expression of a large number of classic genes expressed in the haploid phase of spermatogenesis. A recent genome wide study identified 627 genes that were downregulated greater than 2-fold in *Crem* ^*-/-*^ testis [39]. Of these CREM-regulated genes, 277 were shown by ChIP-Seq experiments to be direct targets of CREM in male germ cells [63]. Only 34 of the CREM-regulated genes and 9 of the CREM-occupied genes are downregulated greater than 2-fold in *Rfx2*-deficient testis (S10A Fig). Furthermore, RFX2 and CREM regulated gene sets exhibit largely distinct patterns of expression during spermatogenesis (S10B Fig). Direct RFX2 target genes tend to parallel the expression pattern of RFX2 itself, starting from little or no significant expression at P7 and rising to half maximal by or before P21. In contrast, direct CREM targets have extremely variable expression at P7 but tend to share large increases after P21 (S10B Fig). Genes that depend directly on RFX2 or CREM thus constitute nearly distinct sets.

Spermatogenesis exhibits a striking dependence on variants of the Pol II GTFs [64], which include TBL1 (TRF2) [59], TAF4b [65], TAF7l [40], and GTF2a1l (ALF) [66]. TAF7l, a variant of TAF7, is a component of TFIID. A targeted mutation of *Taf7l* led to an arrest in spermatogenesis at the end of the round spermatid stage. Transcriptome analysis of *Taf7l*-deficient and WT testis [40] identified some 1,440 genes that were down regulated by more than two-fold, and 726 by over three-fold, in the mutant mice. Furthermore TBL1, whose ablation also leads to a developmental arrest of round spermatids [59], was found to co-occupy active promoters with TAF7L, and the two GTFs were suggested to function together on a subset of postmeiotic genes. Remarkably, none of the genes found to be downregulated in *Taf7l*-deficient testis are also deregulated in RFX2 or CREM deficient testis. This is striking support for the model that there are relatively few master transcriptional regulators for the postmeiotic phase, and that each one controls largely separate groups of genes.

*Gtf2a1l* (ALF) is yet another GTF expressed during spermatogenesis [66,67]. Targeted mutations have not been reported for this gene. *Gtf2a1l* was shown to have a binding site for RFX factors [34], although it was not identified by our ChIP-Seq experiment as being a direct RFX2 target. It’s expression is however reduced slightly more than 2-fold in the *Rfx2* ^*-/-*^ mouse. This reduction may contribute to the broad spectrum of indirectly downregulated genes.

### RFX2 regulates a large cohort of cilia related genes in testis

A strikingly large number of *Rfx2*-regulated genes is associated with the formation and function of cilia and flagella, which are complex organelles that are highly conserved among eukaryotes. In mammals, cilia occur as single non-motile cilia on a wide range of cells, motile monocilia on the embryonic node and multiple motile cilia on various epithelia, whereas flagella are found on sperm cells. The regulation of cilia formation and function by RFX factors traces back to metazoans [10]. As the family expanded through evolution, multiple family members remained associated with this function, including RFX3 and RFX4 in mammals, as well as RFX2 and RFX7 in non-mammalian vertebrates [14,17,18,23,24,26,27]. This study underlines a central role for mouse RFX2 in the regulation of cilia associated genes during spermatogenesis.

RFX proteins control specific subsets of core genes required for cilia formation from *C*. *elegans* to mammals (for review see [11,12]). In particular, RFX factors regulate genes encoding intraflagellar transport (IFT) components and Bardet-Biedl syndrome (BBS) proteins required for building cilia. RFX factors were also shown to regulate transition zone components in *C*. *elegans*, *Drosophila*, *Xenopus* and mice [11,12,68,69]. Transition zone proteins form a specialized structure at the base of the axoneme that connects the distal end of the basal body to the plasma membrane (for review see [70,71]). Whereas many of the IFT genes are indeed bound by RFX2, none are downregulated in *Rfx2* ^*-/-*^ testes at either time point (S1 Table). 

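Of the 24 IFT genes tested at P21, 16 are ChIP-Seq targets in S1 Table. By edgeR none was called downregulated and 2 were called upregulated, both over all genes and adjusted over the list alone. At an unadjusted p under 0.05, 2 were lower and 10 higher. Log2 fold changes ranged from -0.49 to 1.10 with a median of 0.23. With total counts as library sizes the median was 0.10. The lowest was Ift27 (ENSMUSG00000016637), with 38.5 ± 10.5 CPM (SD, n = 5) in wild type and 27.3 ± 1.52 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change -0.49, standard error 0.16, adjusted p = 0.0573 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was called lower, at less than 2-fold, with limma voom (adjusted p = 0.000880) and with total counts. As a set the IFT genes shifted towards higher expression by limma's camera test with a preset correlation (p = 0.000332), but not by fry (p = 0.0902) or with a correlation estimated within the set (p = 0.387).

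**Figure D4:**
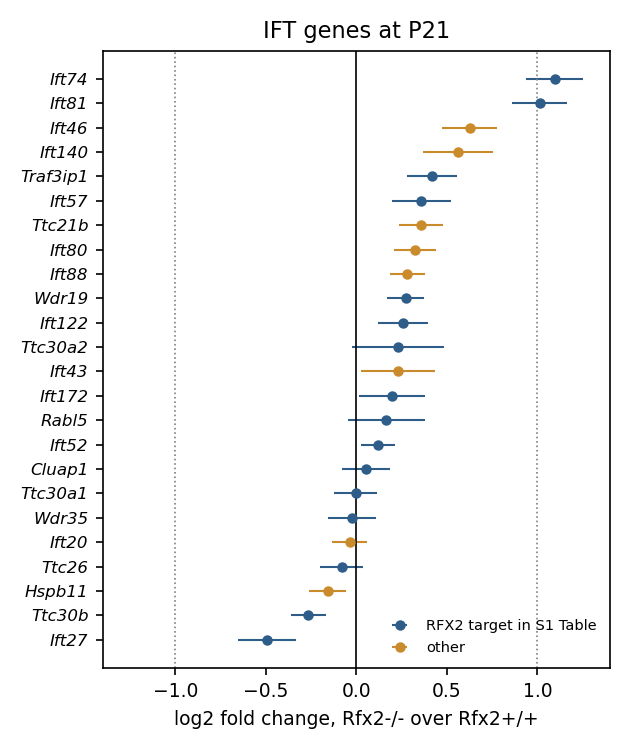
Log2 fold changes at P21 (x axis, Rfx2-/- over wild type, 6 and 5 mice) of the 24 IFT genes, with bars of 1 standard error. Blue points are RFX2 targets in S1 Table and dotted lines mark 2-fold changes; no gene lies under the lower line, and the lowest is Ift27 at -0.49.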

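Of 13 BBS genes tested at P21, 10 are RFX2 targets in S1 Table. Their log2 fold changes lay between -0.42 and 0.54, and none was called by edgeR in either direction over all genes or adjusted over the list alone, although single genes were called under alternatives. At an unadjusted p under 0.05, 3 were lower and 4 higher. In limma's camera test with the preset correlation the set had p = 0.515, towards higher values, a direction that changed to lower with total counts as library sizes (p = 0.823). It also changed without wild type replicate 3 or 5.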

Many of the *Bbs* genes are also bound by RFX2, but none are downregulated more than 2-fold in *Rfx2* ^*-/-*^ testes. However, expression of some of these genes is significantly decreased by slightly less than the arbitrary 2-fold threshold applied for inclusion in S1 Table. 

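At P21, the BBS genes lower at an unadjusted p under 0.05 were Ttc8, Bbs7 and Bbs2. Ttc8 (ENSMUSG00000021013) had 32.8 ± 5.96 CPM (SD, n = 5) in wild type and 24.5 ± 1.11 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change -0.42, standard error 0.11, adjusted p = 0.0333 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bbs7 and Bbs2 had log2 fold changes of -0.37 and -0.21 (standard errors 0.16 and 0.07, adjusted p = 0.102 and 0.0598). Bbs10, Arl6, Bbs12 and Bbs4 were higher, with log2 fold changes between 0.23 and 0.54. Under the alternatives set beforehand, Ttc8 was called lower with limma voom (adjusted p = 0.000479), DESeq2 and total counts, Bbs2 with total counts (0.00143) and voom, and Bbs7 with voom (0.00211). Bbs10 was called higher with DESeq2 (adjusted p = 0.00270) and voom, and Bbs12 with DESeq2. At an unadjusted p of at most 0.01, Ttc8, Bbs10 and Bbs12 were called. None of these changes reached 2-fold.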

As for IFT and BBS genes, most of the transition zone associated genes are also bound by RFX2 in the testis (*Rpgrip1L*, *B9D1*, *D2*, *Tctn1*, *Tctn2*, *Tctn3*, *Tmem216*, *Tmem138*, *MKS1*, *Tmem17*, *Tmem231*, *Tmem237*, *Cep290*, *Sdccag8*). 

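The 14 transition zone genes named here are all RFX2 targets in S1 Table. At P21 their log2 fold changes ranged from -0.62 to 1.04, 6 below 0 and 8 above. Over all genes, 3 were called at any fold change, and 6 adjusted over the list alone (3 lower and 3 higher). The camera test gave p = 0.0447 towards higher expression, which did not hold under fry (p = 0.109) or an estimated correlation (p = 0.489), nor without wild type replicate 3 (p = 0.191), wild type replicate 5 (p = 0.109) or Rfx2-/- replicate 10 or 11.

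**Figure D5:**
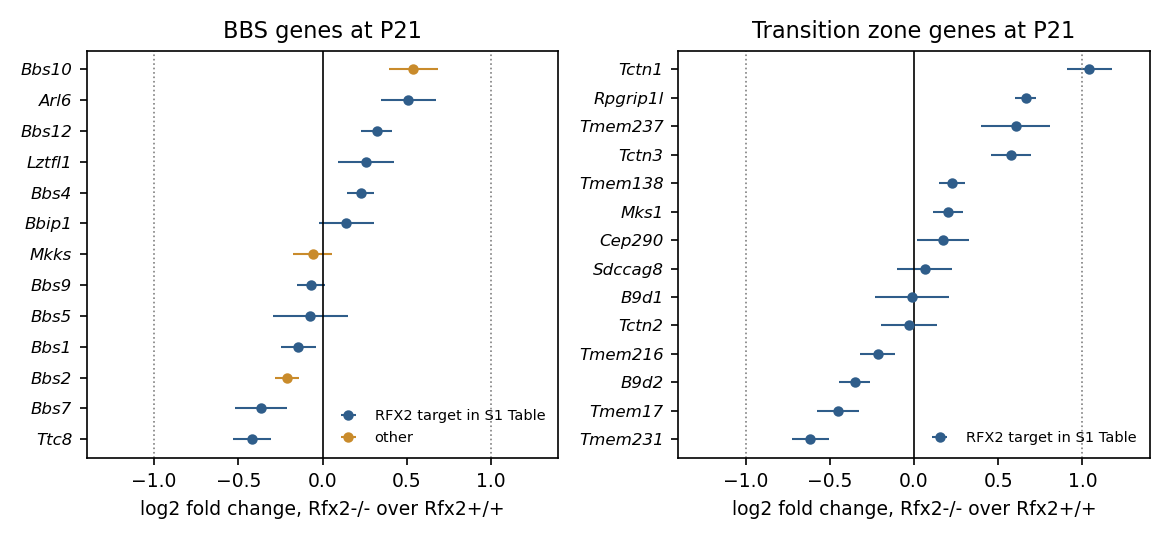
Log2 fold changes at P21 (x axes, Rfx2-/- over wild type, 6 and 5 mice) of 13 BBS genes and 14 transition zone genes, with bars of 1 standard error. Blue points are RFX2 targets in S1 Table and dotted lines mark 2-fold changes; Tctn1 is the only gene beyond a dotted line with these library sizes.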

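Tctn1 (ENSMUSG00000038593, chromosome 5 from 122237848 to 122264460 of GRCm38) rose at P21, with 31.2 ± 6.88 CPM (SD, n = 5) in wild type and 64.3 ± 5.57 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 1.04, standard error 0.13, adjusted p = 0.000933 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rpgrip1l (ENSMUSG00000033282) was also higher, from 52.9 ± 3.50 to 83.8 ± 5.40 CPM, at less than 2-fold (log2 fold change 0.66, standard error 0.06, adjusted p = 0.000143). Tmem231 (ENSMUSG00000031951) was already lower at P21, with 48.5 ± 8.58 CPM (SD, n = 5) in wild type and 31.6 ± 2.04 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change -0.62, standard error 0.11, adjusted p = 0.00767). Its adjusted p passed 0.01 in 9 of the 11 fits that each left out a mouse and was highest, 0.0237, without wild type replicate 2.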

Only two of these are upregulated at P21 (*Tcnt1)* or downregulated at P30 *(Tmem*231). *Nphp3*, *Nphp4*, and *Nek8* are downregulated in *Rfx2* ^*-/-*^ testis but do not appear to be direct RFX2 targets. Collectively, these results show that RFX2 binds to the promoters of many core genes required for building cilia, but does not seem to play a dominant role in controlling their expression. This implies that other TFs are implicated in regulating genes encoding IFT, BBS and transition zone components in the testis. Other RFX family members expressed in the testis, such as RFX1 or RFX3, are good candidates, as they could function redundantly with RFX2 to regulate core ciliary genes.

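At P21, Rfx1 (ENSMUSG00000031706) had 33.4 ± 17.3 CPM (SD, n = 5) in wild type and 60.7 ± 24.6 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 0.86, standard error 0.35, adjusted p = 0.0907 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rfx3 (ENSMUSG00000040929) had 17.7 ± 3.95 CPM (SD, n = 5) in wild type and 15.0 ± 1.86 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change -0.24, standard error 0.14, adjusted p = 0.206). Neither gene was called.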

Surprisingly, several IFT (IFT74, IFT81) and cilia associated genes are upregulated at P21 in *Rfx2* ^*-/-*^ testes (S9A Fig, S1 Table). This may imply that RFX2 represses these genes during spermatogenesis. However, since RFX factors can function as homo or heterodimers, an alternative hypothesis is that a controlled balance between different dimeric RFX complexes is required for precise tuning of ciliary gene expression. 

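At P21, Ift74 (ENSMUSG00000028576, chromosome 4 from 94614491 to 94693229 of GRCm38) had 176 ± 44.0 CPM (SD, n = 5) in wild type and 377 ± 36.6 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 1.10, standard error 0.16, adjusted p = 0.00182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ift81 (ENSMUSG00000029469, chromosome 5 from 122550204 to 122614518) had 90.0 ± 20.3 CPM (SD, n = 5) in wild type and 182 ± 25.2 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 1.01, standard error 0.15, adjusted p = 0.00258). Both are RFX2 targets in S1 Table, and in both every Rfx2-/- mouse lay above every wild type mouse. With each mouse left out in turn, the adjusted p-values from edgeR stayed at or under 0.00665 and 0.00861. With total counts as library sizes the log2 fold changes were 0.95 and 0.87.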

Perturbing this balance by ablating RFX2 may thus generate new RFX complexes capable of activating these upregulated genes.

In contrast to the core ciliary genes, many genes required for ciliary motility are downregulated in *Rfx2* ^*-/-*^ testes. 

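Dnaic2 (ENSMUSG00000034706, chromosome 11 from 114727408 to 114757889 of GRCm38) fell at P21 from 57.4 ± 38.4 CPM (SD, n = 5) to 0.945 ± 0.297 CPM (SD, n = 6), a log2 fold change -5.91, standard error 0.56, adjusted p = 0.000148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes of Drc1, Rsph9, Ccdc11 and Ccdc40 were -4.99, -4.80, -4.48 and -2.16, with adjusted p-values of at most 0.000920. Armc4 (ENSMUSG00000061802, chromosome 18 from 7088209 to 7297936) had 31.5 ± 17.4 CPM (SD, n = 5) in wild type and 1.96 ± 2.52 CPM (SD, n = 6) in Rfx2-/- testis and was not called over all genes (log2 fold change -3.99, standard error 0.82, adjusted p = 0.0147). Rfx2-/- replicate 7 alone had 6.85 CPM of Armc4, and the other Rfx2-/- mice 0.139 to 2.39 CPM. Of these 6 genes, 5 were called over all genes and 6 adjusted over the list alone. Zmynd10 (ENSMUSG00000010044) had 344 ± 128 CPM (SD, n = 5) in wild type and 126 ± 9.12 CPM (SD, n = 6) in Rfx2-/- testis and was called at P21 (log2 fold change -1.45, standard error 0.22, adjusted p = 0.00263). Ccdc65 and Ccno were lower, with log2 fold changes of -1.75 and -0.69, and were called by edgeR when adjusted over the list of these 3 genes alone but not over all genes (adjusted p = 0.0125 and 0.0258). Over all genes both were called with total counts, DESeq2, an unadjusted p and the round spermatid covariate, and Ccdc65 also with voom and without wild type replicate 3 or 5.

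**Figure D6:**
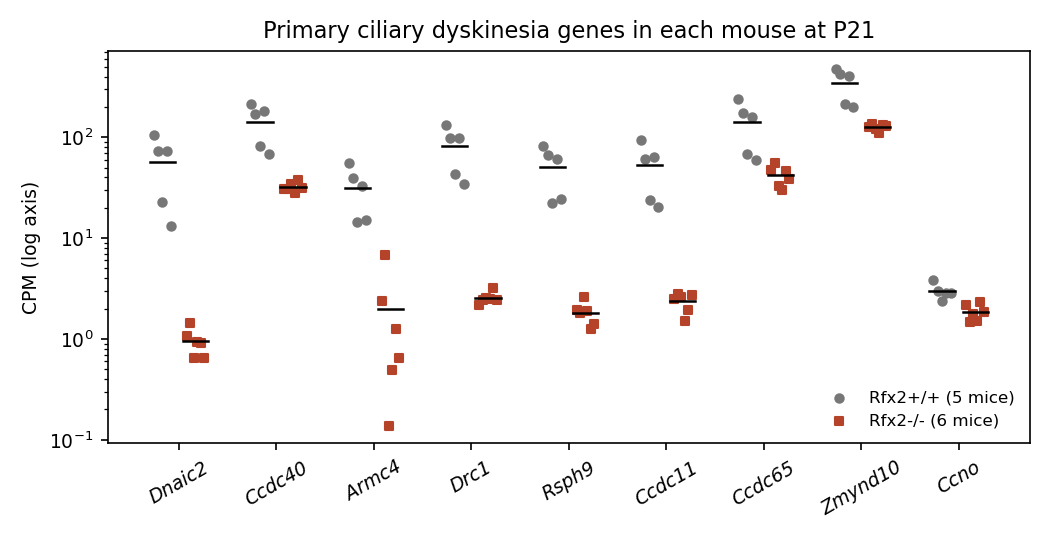
CPM (y axis, log scale) of 9 primary ciliary dyskinesia genes in each mouse at P21, with circles for the 5 wild type and squares for the 6 Rfx2-/- mice and lines at the means. In all 9 genes every Rfx2-/- mouse lies below every wild type mouse, and Armc4 in Rfx2-/- replicate 7 is at 6.85 CPM.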

Among 32 genes in which defects lead to primary ciliary dyskinesia, six (*Dnaic2*, *Ccdc40*, *Armc4*, *Ccdc164/DRC1*, *Rsph9*, *Ccdc11*) are strongly downregulated in *Rfx2* ^*-/-*^ testes at both time points, and three others only at P30 (*Ccdc65*, *Zmynd10*, *Ccno)* (for review see [72]). Many genes coding for structural components of flagella or centrioles are also downregulated (S1 Table). RFX2 is thus only critical for the expression of a specific subset of ciliary genes in the testis.

In zebra fish and *Xenopus*, RFX2 has been implicated in the motile cilia differentiation program required for the establishment of left/right asymmetry during embryonic development and the formation of motile cilia in various epithelia [24,26]. We did not observe any major defects in left/right asymmetry or multiciliated epithelia in *Rfx2* ^*-/-*^ mice in two different genetic backgrounds. This is unexpected as *Rfx2* is expressed strongly in the mouse embryonic node and multiciliated epithelia [25,27]. The absence of aberrant left/right or ciliated-epithelia phenotypes in *Rfx2* ^-/-^ mice could be due to partial redundancy between RFX transcription factors. As *Rfx3* ^-/-^ mice display left/right asymmetry defects, it is possible that RFX3 (or other RFX factors) can fully compensate for the deficiency in RFX2, whereas RFX2 cannot compensate efficiently for the loss of RFX3. The opposite seems to be true in the testes, as the few *Rfx3* ^*-/-*^ males that survive past birth do not show defects in sperm or flagella production (B. Durand, personal communication), showing that RFX2 and RFX3 do not have redundant functions in this cell type.

In summary, our study implies that RFX TFs have evolved to regulate specific sets of cilia-related genes in different tissues. RFX2 appears to have become specialized for regulating a specific subset of cilia/flagella-related genes required for spermatid development. Double mutants will need to be studied to further understand how different RFX factors exert their respective functions in different mouse tissues. Furthermore, the complex interplay between members of the RFX family, notably *Rfx2* and *Rfx3*, in the regulation of cilia-related genes in different tissues can now be sorted out genetically using the available conditional mutants.

### *Rfx2* ^-/-^ mice and mutants defective in RNA processing proteins share a similar arrest in spermatid development

Several mutant mice having defects in RNA biogenesis or small-RNA regulated processes show a developmental arrest in spermatogenesis similar to that of *Rfx2* ^-/-^ mice (S4 Table). The genes mutated in these mouse models are not regulated by RFX2. However, the similar phenotype prompted us to examine whether other genes associated with RNA processing and small RNA pathways could be regulated by RFX2. 

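S4 Table names 19 genes with such a phenotype that were tested at P21, and their log2 fold changes lay between -0.44 and 0.82. By edgeR none was called over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 2 were lower and 10 higher, and the median log2 fold change was 0.33. Papolb (ENSMUSG00000074817) rose most, with 316 ± 179 CPM (SD, n = 5) in wild type and 558 ± 123 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change 0.82, standard error 0.37, adjusted p = 0.117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cadm1 (ENSMUSG00000032076) had the smallest adjusted p, with 204 ± 25.1 CPM (SD, n = 5) in wild type and 159.9 ± 7.01 CPM (SD, n = 6) in Rfx2-/- testis (log2 fold change -0.35, standard error 0.08, adjusted p = 0.0217). With the Wald test of DESeq2, Cadm1 was called lower and Bsg, Fndc3a and Tbpl1 higher, each less than 2-fold.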

A recent proteomic analysis identified 88 proteins associated with the Chromatoid Body, which is generally believed to be the site of post-nuclear RNA processing and may also contain translationally suppressed mRNAs [73]. Of these proteins, TEKT4 (tectin 4) is encoded by a gene downregulated in *Rfx2* ^*-/-*^ testis at P30. Another recent study demonstrated that many genes required for acrosome or flagella function are downregulated in the *maelstrom* mutant, which carries a mutation in the gene encoding MAEL, a conserved core component of the piRNA pathway [74]. This suggests that RFX2 and MAEL regulated pathways could converge on common genes, and that this might underlie the comparable phenotypes observed in *Rfx2*-deficient mice and piRNA biogenesis pathway mutants. However, we cannot exclude that RFX2 could regulate the expression of small RNAs that our RNA-seq analysis could not reveal. The transcription factor A-MYB has also been shown to regulate piRNA expression in mouse germ cells and many A-MYB target genes have been identified by ChIP-Seq experiments [75]. The binding motif identified in promoters of A-MYB target genes, including piRNA clusters, does not overlap with the well-defined RFX binding motif [75]. In addition, more than 90% of A-MYB targets identified by ChIP-Seq are unique to A-MYB and do not overlap with RFX2 targets. Thus, although A-MYB could regulate RFX2 [33], the two transcription factors do not regulate the same sets of target genes.

### *Rfx2* ^-/-^ mice display polarization defects in post meiotic germ cells

Early in normal spermatid development, a crucial polarity develops such that the acrosome will form and define the anterior end of the sperm, while at the opposite cellular pole, the centriole pair will move to the plasma membrane and initiate growth of the axoneme, which will eventually grow to form the interior elements of the flagellum [43,44]. Failure of normal acrosome cap formation is a characteristic of polarity loss. The mechanisms that set up this polarity are not well understood in spermatids. The PAR3-PAR6-aPKC complex was shown to be required to establish cell polarity [76], but we did not observed any defects of the distribution of these markers (S3 Fig), suggesting that only downstream actors of this complex are likely to be affected in *Rfx2* ^*-/-*^ mice. Cell polarity in many systems is set up by cell junctions with surrounding tissue and involves a set of highly conserved genes. Spermatids are connected to Sertoli cells by adherens-like junctions at this stage [50]. Mutation of junctional adhesion molecule-C (JAM-C) resulted in general polarization failure of spermatids and acrosomic failure similar to that observed in *Rfx2* ^*-/-*^ mice [77]. Around 20 genes required for cell adhesion or cell junctions are downregulated in *Rfx2* ^*-/-*^ testes, which could account for the observed spermatid defect.

Microtubules and associated motors responsible for movement of vesicles and macromolecules are effectors of cell polarization, and required for Golgi organization and acrosome formation in spermatids [47,48,78,79]. 24 genes mapping to Golgi GO terms are downregulated in *Rfx2* ^*-/-*^ testes (S9B Fig) and this may contribute to disruption of overall Golgi organization and acrosome formation in *Rfx2* ^*-/-*^ spermatids. For example, RAB27a/b is known to function as an adapter for acrosome-bound vesicles [46], and *Rab27b* is down regulated ~3-fold. 20 other downregulated genes also have GTPase regulator activity. Furthermore, some 28 microtubule-related genes are downregulated in *Rfx2* ^*-/-*^ testis, which could also contribute to overall polarity and vesicular transport failure (Fig 10C). Hence, defective spermatogenesis in *Rfx2* ^*-/-*^ mice is likely to result from alterations in several different cellular pathways.

#### Concluding remarks

Our results demonstrate that RFX2 is a crucially important TF for orchestrating the postmeiotic phase of sperm development. The morphology of the mutant and characterization of RFX2-regulated pathways may provide a useful basis for assigning genetic causes to human infertility, and ultimately for deciphering the regulatory networks that direct sperm formation.

## Materials and Methods

### Generation of *Rfx2*-deficient mice

The conditional targeting vector (Fig 1A) carried loxP sites inserted into the introns flanking exon 7, which encodes a large segment of the DNA binding domain. Deletion of exon 7 is predicted to alter the reading frame if either exon 5 or 6 is spliced to exon 8 (exon 6 is variably included in the mature transcript). The vector also contained a FRT-flanked neomycin selection cassette. The vector was electroporated into R1 ES cells (strain 129/Sv) by the Mouse Biology Program at University of California, Davis. Targeted clones were identified using PCR and primer sets with outside members located both upstream and downstream of the homology region of the vector (Fig 1B and 1C). Correctly targeted clones were introduced into C57BL/6 blastocysts to generate chimeras. These were bred to C57Bl/6 mice and offspring tested for transmission by PCR analysis of tail biopsy extracts (Fig 1D) using primers described in S5 Table. For initial experiments exon 7 was removed by breeding to a universal Cre-expressing strain, FVB/N-Tg(ACTB-cre)2Mrt/3, and deletion of exon 7 in offspring was verified by PCR (Fig 1D). Heterozygous mice of either gender were fertile and were mated together to generate *Rfx2* ^*-/-*^neo^+^ mice, which were maintained as a mixed background line. Age-matched littermates were used whenever possible. A second line, without the neo cassette, was developed by breeding to a flipase expressing strain, B6;SJL-Tg(ACTFLPe)9205Dym/J [80]. Offspring were selected for loss of the neo cassette and flipase transgene. This strain was backcrossed onto a C57BL/6 genetic background. The phenotype of *Rfx2* ^*-/-*^ animals appears identical with respect to testis morphology for animals from either the C57BL/6 or mixed background lines.

Mice were treated in accordance with the American Veterinary Medicine Association (AVMA) Guidelines for Euthanasia of Laboratory Animals and with French Institutional guidelines in compliance with French and European animal welfare regulations (authorization n° 562, French Ministry of Education and Research). All animal studies were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of South Carolina (AUP No 1818) and by the Ethics Committee of the University of Lyon-1 (BH 2008–01).

### Histology

Animals were sacrificed by CO_2_ anesthesia. Testes were fixed in Bouin’s solution and epididymis in PBS containing 4% paraformaldehyde and processed to produce paraffin sections. Dewaxed sections were stained with hematoxylin and eosin or by PAS using Light Green SF Yellowish as counterstain.

### Western blotting

SDS extraction of testes and Western blotting were carried out as previously described [81]. Separation was in an 8% (RFX2) or 15% gel (TNP1, TNP2). Primary antisera to TNP1 (1:5000) and TNP2 (1:5000) [82], RFX2 (1:250, C-15, Santa Cruz Biotechnology, Santa Cruz, CA) and actin (1:1000, A-2066, Sigma-Aldrich, St Louis, MO) were detected with HRP-conjugated donkey anti-rabbit IgG and anti-goat IgG (1:1000, Jackson ImmunoResearch Laboratories, West Grove, PA) and chemiluminescence [83].

### Reverse transcriptase PCR

For semi-quantitative RT-PCR, total RNA (1 μg) was reverse transcribed using the Superscript III First Strand Synthesis Kit (Invitrogen/Life Technologies) and random hexamer primers according to the manufacturer’s directions in a final volume of 20 μl. After a 1 to 10 dilution, 1 μl was used for a 50 μl PCR reaction. Control reactions lacking reverse transcriptase were done in parallel.

### Electron microscopy

Mice (P25 to P40) were anesthetized by i.p. injection of sodium pentobarbital (0.1 ml/100g b.w.—CEVA santé Animale, France) and fixed by intra-cardiac injection (adapted from [84]) with 2% glutaraldehyde and 0.5% paraformaldehyde in 0.1 M Sodium cacodylate, pH 7.35. Testes were cut into cubes of 1 mm^3^ in fresh fixative solution and left for 2 days at 4°C. After extensive washing in 0.15 M sodium cacodylate (4 x 1h at RT and o/n at 4°C) samples were postfixed in 0.15M sodium cacodylate containing 1% OsO4 for 1 hour at RT, briefly rinsed in distilled water and dehydrated through a graded series of ethanol solutions (from 30° to 100°) and two baths of propylene oxide for 15 min each. After substitution and impregnation, small blocks were embedded in epoxy resin in flat silicon molds and polymerized at 56°C for 48h. Ultrathin sections were cut with a UC7 Leica ultramicrotome. Ultrathin sections were contrasted in aqueous uranyl-acetate and lead citrate solutions using a Leica ultrostainer. Sections were observed with a Philips CM120 transmission electron microscope at 120Kv.

### Immunohistochemical analysis

Testes were isolated from *Rfx2* ^*+/+*^ and *Rfx2* ^*-/-*^ mice (P30 to P40), fixed o/n in 4% PFA, embedded and frozen in 15% sucrose, 7.5% gelatin. Immunofluorescence and apoptosis experiments were performed with 14 μm cryosections. Briefly, samples were permeabilized in 0.1% Triton for 5 min, and nonspecific antibody binding was blocked with 3% BSA, 10% FBS. Primary antibodies were incubated o/n at 4°C. Secondary antibodies (anti-rabbit Alexa 488 or anti-mouse Alexa 594 or Alexa 555, Invitrogen, both at 1:500) were incubated for 2 h at RT. Nuclei were counterstained with DRAQ5. Fluorescence was observed under a LSM 510 Confocal microscope. Primary antibodies were: anti mouse H2AX (1/500, Millipore), Acetylated-tubulin (1/1000, T6793 Sigma), Beta-catenin (1/50, C2206 Sigma), ZO-1 (1/25, PA5-28858 Zymed), PAR3 (1/100, 07–330 Millipore), PAR6 (1/50, sc-67393 Santa Cruz Biotechnology), aPKC (1/400, sc-216 Santa Cruz Biotechnology). PAR6 and aPKC antibodies were kind gifts from M. Montcouquiol.

#### Acrosomes

Testes were fixed in 4% paraformaldehyde in PBS overnight, incubated in 30% sucrose, embedded in sucrose/gelatin and cut with a cryostat. Frozen sections (20 μm) were washed in PBS and incubated 2 hours at RT in PBS with Fluorescein isothiocyanate-conjugated peanut agglutinin (FITC-PNA, Sigma L7381) at a final concentration of 20 μg/ml. Nuclei were counterstained with Hoechst. Sections were washed twice in PBS and mounted in Dako fluorescence mounting medium (Dako S3023) and observed with a 63X/1.4 oil objective on a Leica SP5 spectral confocal.

#### Apoptosis

Apoptotic cells were visualized according to the TUNEL assay protocol from Roche Diagnostics (Roche 11684795910). 20 μm thick frozen sections (as prepared above) were washed in PBS, permeabilized 2 min at 4°C with 0.1% Triton X-100 in 0.1% sodium citrate freshly prepared, washed twice in PBS 1X and incubated in the TUNEL label solution for 60 min at 37°C, washed twice in PBS and mounted and observed as described above.

#### TNP2

Decapsulated testes were fixed in 4% paraformaldehyde in PBS overnight at 4°C and embedded in paraffin. Sections were mounted on Superfrost plus slides (Fisher Thermo Scientific), rehydrated and subjected to antigen retrieval by microwave heating as described previously [81]. Sections were blocked in PBS containing 0.1% Triton and 10% donkey serum for 30 min at room temp and then exposed to the primary antibody overnight at 4°C. After washing 3X with PBS, 0.1% TritonX-100 slides were exposed to the secondary antibody for 30–45 min at room temp (biotinylated IgG, 1:200, Jackson ImmunoResearch), washed briefly, exposed to Cy2 or Cy3 conjugated streptavidin (1:1000, Jackson) for 15 min at RT, washed, and cover-slipped using Vectashield containing DAPI (1 μg/ml). Slides were examined using an Olympus B41 microscope and digital images recorded with an Olympus DP71 camera. Images were processed using Photoshop.

#### RNA Seq and bioinformatics

See supplementary material.

## Supporting Information

S1 Fig Neither apoptosis nor DNA strand breaks are increased in *Rfx2* ^*-/-*^ testes. TUNEL staining showed no significance difference between numbers of positive-stained cells (arrowheads) in *Rfx2* ^*+/+*^ and *Rfx2* ^*-/-*^ testes (A, B). DNA breaks detected by fluorescent antibody staining of phosphorylated histone H2AX showed no increase in *Rfx2* ^*-/-*^ testes (C). Phosphorylated H2AX staining is normally increased in early spermatocytes associated with the initiation of meiotic recombination (arrowheads), and at the inactive X-Y chromosome pair during pachytene (arrows).
(TIF) Click here for additional data file.

S2 Fig Aberrant expression of transition protein 2 (TNP2) in arrested round spermatids of *Rfx2* ^*-/-*^ testes. (A) The expression of TNP1 or TNP2 was assessed by western blotting in testis extracts from *Rfx2* ^*+/+*^ and *Rfx2* ^*-/-*^ mice of 30 and 104 days of age. Whereas TNP2 is normally expressed, TNP1 is never present in *Rfx2* ^*-/-*^ testes showing that differentiation is blocked before TNP1 expression. (B) TNP2 protein (red, anti TNP2 antibody) is normally detected only in the nuclei (blue, Dapi) of spermatids that have begun the process of chromatin condensation, beginning about step 10, and TNP2 staining is found prominently over moderately condensed nuclei in WT testes. (C) In mutant testes, where no cells develop to the point at which TNP2 is first detected in the normal situation, prominent TNP2 staining was observed largely over the cytoplasm of arrested nuclei present in multinucleated giant cells.
(TIF) Click here for additional data file.

S3 Fig No flagella protrude into the lumen of seminiferous tubule, but polarity markers are correctly distributed before the round spermatid stage, in *Rfx2* ^*-/-*^ testes. (A) Testis sections of 40 days old males were stained for acetylated tubulin (red), acrosomes (peanut-agglutinin, green) and nuclei (Dapi). Whereas bundles of flagella extend in the lumen of seminiferous tubule sections in control testes (white arrows), such bundles where not observed in *Rfx2* ^*-/-*^ testes. Strong acetylated tubulin staining was seen inside round spermatid syncitia (arrowheads), highlighting the particular microtubule network organization in these cells. (B) Testis sections of 40 days old males were stained for several polarity markers. Beta-catenin, ZO1, PAR6 and PAR3 are enriched at the BTB in both control and *Rfx2* ^*-/-*^ seminiferous tubules (arrows). In *Rfx2* ^*-/-*^ testes, all markers are also enriched at the periphery of the symplasts (arrowheads). aPKC is expressed in elongating spermatids in WT testes (arrows) as well as in arrested symplasts (arrows), illustrating that aPKC expression is induced but that spermatids do not elongate.
(TIF) Click here for additional data file.

S4 Fig Scatter plot representing the fold-change in expression in *Rfx2* ^-/-^ relative to *Rfx2* ^+/+^ testis as a function of mean normalized expression. Red dots indicate significantly (p<0.01) altered expression.
(TIF) Click here for additional data file.

S5 Fig Heatmap representation of cluster analysis of DE expressed genes for enriched Transcription factor binding sites obtained from the Jaspar database [1]. RFX1, 2 and 5 binding motifs are highly enriched in genes up-regulated at P21 and in genes down-regulated at P30 or at both P30 and P21.
(TIF) Click here for additional data file.

S6 Fig Peaks obtained in each ChIP-Seq experiment are shown for 4 representative genes. Input DNA was used as background control. *Dync2Li1* was selected as a control gene because it is a known target of RFX factors in various other cell types. The remaining three genes are involved in ciliogenesis and are downregulated in *Rfx2* ^-/-^ testes at both P21 and P30.
(TIF) Click here for additional data file.

S7 Fig Gene ontology (GO) analysis of RFX2 target genes identified by ChIP-Seq. Histograms represent the number of genes matching each significantly enriched GO term (biological process or cellular component) in the RFX2 ChIP-Seq gene list. Statistical significance (p-value) is provided for each GO term.
(TIF) Click here for additional data file.

S8 Fig Gene ontology (GO) analysis of DE genes at P21 and P30 in *Rfx2* ^*-/-*^ versus *Rfx2* ^*+/+*^ testes. Histograms represent the number of genes matching each significantly enriched GO term (biological process or cellular component). Statistical significance (p-value) is provided for each GO term.
(TIF) Click here for additional data file.

S9 Fig DE genes in *Rfx2* ^-/-^ testis associated with cilia or golgi. (A) Bars show the expression levels (RPKM, reads per Kb per million) in *Rfx2* ^*+/+*^ (grey) and *Rfx2* ^*-/-*^ (black) testis for genes that are upregulated genes at P21 and are included in the Syscilia Gold or Potential lists. RFX2 targets are indicated above the bars. Genes are ordered according to their expression level in WT mice. (B) P30 downregulated genes assigned to golgi-related GO terms. Expression in *Rfx2* ^-/-^ testis is expressed relative to *Rfx2* ^+/+^ testis. RFX2 targets are indicated above the bars.
(TIF) Click here for additional data file.

S10 Fig RFX2 and CREM regulate distinct sets of genes. (A) Venn diagram show overlaps between genes that are downregulated >2-fold in *Rfx2* ^-/-^ testis at P21 (top), downregulated >2-fold in *Rfx2* ^-/-^ testis at P30 (middle) or constitute direct RFX2 targets (bottom), and genes that are downregulated >2-fold in *Crem* ^-/-^ testis [2] or are CREM-regulated genes that are likely to be direct targets in male germ cells [2,3]. (B) Developmental expression profiles derived from Laiho et al 2013 [4] are shown for RFX2 target genes that are downregulated significantly (p<0.001) by >2X in *Rfx2* ^-/-^ testis at P21 (top), in *Rfx2* ^-/-^ testis at P30 (middle) or in *Crem* ^-/-^ testis according to Kosir et al 2012 (bottom).
(TIF) Click here for additional data file.

S1 Table Summary of RFX2 target genes and differentially expressed genes in Rfx2-/- testes at P21 and P30. (XLSX) Click here for additional data file.

S2 Table Comparison between RFX2 and CREM regulated genes. (XLSX) Click here for additional data file.

S3 Table GO analysis of RFX2 target genes. (XLSX) Click here for additional data file.

S4 Table Mouse mutations leading to an arrest in spermatid development before step 8. (DOC) Click here for additional data file.

S5 Table PCR Primers used to analyze the targeted *Rfx2* locus. (DOC) Click here for additional data file.

S1 Text Supplementary methods and references. (DOCX) Click here for additional data file.

# Supplementary material for: RFX2 Is a Major Transcriptional Regulator of Spermiogenesis
**Source:** PLoS Genet. 2015 Jul 10;11(7):e1005368. doi: 10.1371/journal.pgen.1005368
**Supplement:** S4 Table

**Table S3**. Mouse mutations leading to an arrest in spermatid development before step 8.

| **Functional Category and *genes***1 | **Reference** |
| --- | --- |
| ***Transcription*** |  |
| *Crem* | [1,2] |
| *Tbpl1* (Trf2) | [3] |
| *Taf7l* (Taf2q) | [4] |
| ***RNA Processing/regulation*** |  |
| *Boll* (boule-like) | [5] |
| *Celf1* (CUGBP) | [6] |
| *Ddx25* (GRTH) | [7] |
| *Mael* | [8] |
| *Papolb* (TPAP) | [9] |
| *Piwil1* (MIWI) | [10] |
| *Tdrd1* | [11] |
| *Tdrd5* | [12] |
| *Tdrd6* | [13] |
| *Tdrd7* | [14] |
| *Ybx2* (MSY2) | [15] |
| ***Organelle/Junctional components*** |  |
| *Bsg* (Basigin) | [16] |
| *Cadm1* (TSLC1) | [17] |
| *Fndc3a* (sys mutant) | [18] |
| *Mgat1* | [19] |
| *Ranbp1* (Htf9a) | [20] |

1Gene names: http://www.informatics.jax.org

1. Blendy JA, Kaestner KH, Weinbauer GF, Nieschlag E, Schütz G (1996) Severe impairment of spermatogenesis in mice lacking the CREM gene. Nature 380: 162-165.
2. Nantel F, Monaco L, Foulkes NS, Masquilier D, LeMeur M, et al. (1996) Spermiogenesis deficiency and germ-cell apoptosis in CREM-mutant mice. Nature 380: 159-162.
3. Martianov I, Fimia GM, Dierich A, Parvinen M, Sassone-Corsi P, et al. (2001) Late arrest of spermiogenesis and germ cell apoptosis in mice lacking the TBP-like TLF/TRF2 gene. Mol Cell 7: 509-515.
4. Zhou H, Grubisic I, Zheng K, He Y, Wang PJ, et al. (2013) Taf7l cooperates with Trf2 to regulate spermiogenesis. Proc Natl Acad Sci USA 110: 16886-16891.
5. VanGompel MJW, Xu EY (2010) A novel requirement in mammalian spermatid differentiation for the DAZ-family protein Boule. Hum Mol Genet 19: 2360-2369.
6. Kress C, Gautier-Courteille C, Osborne HB, Babinet C, Paillard L (2007) Inactivation of CUG-BP1/CELF1 causes growth, viability, and spermatogenesis defects in mice. Mol Cell Biol 27: 1146-1157.
7. Tsai-Morris C-H, Sheng Y, Lee E, Lei K-J, Dufau ML (2004) Gonadotropin-regulated testicular RNA helicase (GRTH/Ddx25) is essential for spermatid development and completion of spermatogenesis. Proc Natl Acad Sci USA 101: 6373-6378.
8. Castañeda J, Genzor P, van der Heijden GW, Sarkeshik A, Yates JR 3rd, et al., (2014) Reduced pachytene piRNAs and translation underlie spermiogenic arrest in Maelstrom mutant mice. EMBO J 33:1999-2019.
9. Kashiwabara S-I, Noguchi J, Zhuang T, Ohmura K, Honda A, et al. (2002) Regulation of spermatogenesis by testis-specific, cytoplasmic poly(A) polymerase TPAP. Science 298: 1999-2002.
10. Deng W, Lin H (2002) Miwi, a murine homolog of piwi, encodes a cytoplasmic protein essential for spermatogenesis. Dev Cell 2: 819-830.
11. Chuma S, Hosokawa M, Kitamura K, Kasai S, Fujioka M et al., (2006) Tdrd1/Mtr-1, a tudor-related gene, is essential for male germ-cell differentiation and nuage/germinal granule formation in mice. Proc Natl Acad Sci USA 103:15894-15899.
12. Yabuta Y, Ohta H, Abe T, Kurimoto K, Chuma S, et al. (2011) TDRD5 is required for retrotransposon silencing, chromatoid body assembly, and spermiogenesis in mice. J Cell Biol 192: 781-795.
13. Vasileva A, Tiedau D, Firooznia A, Müller-Reichert T, Jessberger R (2009) Tdrd6 is required for spermiogenesis, chromatoid body architecture, and regulation of miRNA expression. Curr Biol 19:630-639.
14. Tanaka T, Hosokawa M, Vagin VV, Reuter M, Hayashi E et al. (2011) *Tudor domain containing 7* (*Tdrd7*) is essential for dynamic ribonucleoprotein (RNP) remodeling of chromatoid bodies during spermatogenesis. Proc Natl Acad Sci USA 108:10579-10584.
15. Yang J, Medvedev S, Yu J, Tang LC, Agno JE, et al. (2005) Absence of the DNA-/RNA-binding protein MSY2 results in male and female infertility. Proc Natl Acad Sci USA 102: 5755-5760.
16. Bi JB, Li Y, Sun F, Saalbach A, Klein C, et al. (2013) Basigin null mutant mice are sterile nd exhibit impaired interactions between germ cells and Sertoli cells. Dev Biol 380: 145-156.
17. van der Weyden L, Arends MJ, Chausiaux OE, Ellis PJ, Lange UC, et al. (2006) Loss of TSLC1 causes male infertility due to a defect at the spermatid stage of spermatogenesis. Mol Cell Biol 26: 3595-3609.
18. Obholz KL, Akopyan A, Waymire KG, MacGregor GR (2006) FNDC3A is required for adhesion between spermatids and Sertoli cells. Dev Biol 298: 498-513.
19. Batista F, Lu L, Williams SA, Stanley P (2012) Complex N-Glycans are essential, but core 1 and 2 mucin O-glycans, O-fucose glycans, and NOTCH1 are dispensible, for mammalian spermatogenesis. Biol Reprod 86: 1-12.
20. Nagai M, Moriyama T, Mehmood R, Tokuhiro K, Ikawa M, et al. (2011) Mice lacking Ran binding protein 1 are viable and show male infertility. FEBS Letters 585: 791-796.

# Supplementary material for: RFX2 Is a Major Transcriptional Regulator of Spermiogenesis
**Source:** PLoS Genet. 2015 Jul 10;11(7):e1005368. doi: 10.1371/journal.pgen.1005368
**Supplement:** S5 Table

###### Table S5: PCR Primers used to analyze the targeted *Rfx2* locus.

| amplicon | primers | | sequence (5’-3’) | size (kb) |
| --- | --- | --- | --- | --- |
| targeted insertion  short arm | 1 | SK 1534 F | TCAGCCTGCTCTCTTATATC | 2.6 |
| 2 | SK 1535 R | TATGCTATACGAAGTTATAAGC |
| targeted insertion  long arm | 3 | SK 1540 F | GAACTTCAGAGCGCTTTTGA | 5.8 |
| 4 | SK 1541 R | GGAAGCCTCAGTGGATGGTA |
| wild type locus | 5 | SK 1561 F | TCATGACTTCCAGCTGTCCA | 0.3 |
| 6 | SK 1557 R | GGCTAGCCTGGGCTATATGA |
| deleted *Rfx2* | 7 | F-JT309 (F-genoRfx2) | AGAATCTGCCCCTTGGCTAT | 0.9 |
| 8 | R-JT310 (R-genoRfx2) | TGTCACCCACCTAGGCTTCT |
| floxed *Rfx2* | 7 | F-JT309 (F-genoRfx2) | AGAATCTGCCCCTTGGCTAT | 1.1 |
| 9 | SK 1536 R | CTCGAGGGAGCTTCAAAAG |
| *Rfx2* ex7-ex8 | 10 | SK 1271 F (ex 7) | CCAGTGGCTTCTGGACAATTACGA | 0.3 |
| 11 | SK 1274 R (ex 8) | TAGGCTTCTGGTGTGTGGGTTGCT |
| *Atp5a1* | 12 | SK 1196 (ex 10) | GGAGCCCAGCAAGATCACAAAGTT | 0.2 |
| 13 | SK 1197 (ex 11) | ATCTGGTGACAGTGACAGGGCTTT |

# Supplementary material for: RFX2 Is a Major Transcriptional Regulator of Spermiogenesis
**Source:** PLoS Genet. 2015 Jul 10;11(7):e1005368. doi: 10.1371/journal.pgen.1005368
**Supplement:** S1 Text

**SUPPLEMENTARY METHODS**

**Library preparation, sequencing and read mapping to the reference genome**

RNA was isolated from decapsulated testes using an RNeasy kit (Qiagen, Valencia, CA). RNA were preparated from 5 WT and 4 *Rfx2*^-/-^ mice at P30 and 5 WT and 6 *Rfx2-/-* mice at P21. cDNA libraries were constructed by the Genomics Platform of the University of Geneva using the Illumina TruSeq RNA Sample Preparation Kit according to the manufacturer's protocol. Libraries were sequenced using single reads (46nt-long) on Illumina HiSeq2000. FastQ reads were mapped to the ENSEMBL reference genome (GRCm38.70) using Bowtie [5] with standard settings, except that any reads mapping to more than one location in the genome (ambiguous reads) were discarded (m = 1). Then a "pileup" format file containing the count of reads per base aligned to each location across the length of the genome was generated using SAMTools [6]. Sequence data has been submitted to the GEO database under the accession number GSE63130

(http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63130).

**Unique gene model construction and gene coverage reporting**

A unique gene model was used to quantify reads per gene. Briefly, the model considers all annotated exons of all annotated protein coding isoforms of a gene to create a unique gene where the genomic region of all exons are considered coming from the same RNA molecule and merged together.

**RNAseq analysis**

RNA was isolated from decapsulated testes using an RNeasy kit (Qiagen, Valencia, CA). cDNA libraries were constructed by the Genomics Platform of the University of Geneva using the Illumina TruSeq RNA Sample Preparation Kit according to the manufacturer's protocol. Libraries were sequenced using single reads (50nt-long) on Illumina HiSeq2000. FastQ reads were mapped to the ENSEMBL reference genome (GRCm38.70) using STAR [7] with standard settings, except that any reads mapping to more than one location in the genome (ambiguous reads) were discarded (m = 1). All reads reporting the exons of each unique gene model were reported using featureCounts [8], excluding the reads overlapping exons from different genes (ambiguous origin). Library size normalizations and differential gene expression calculations were performed using the package DESeq [9] designed for the R software [10]. 5 and 6 biological replicates were used for the *Rfx2+/+* and the *Rfx2-/-* mice respectively at P21, while 5 and 4 biological replicates were used for the *Rfx2+/+* and the *Rfx2-/-* mice respectively at P30. Only genes having a significant fold-change (p-value ≤ 0.01) were considered for the rest of the RNAseq analysis. Sequence data has been submitted to the GEO database under the accession number GSE63130 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63130).

- - 1. ChIPseq analysis

Chromatin immunoprecipitation was performed using anti-RFX2 antibody (Santa-Cruz, antibody C-15: sc-10657) as described [11]. Immunoprecipitated DNA was sequenced using the Illumina HiSeq 2000 platform. Two replicates were done, as proposed by the ENCODE consortium [12]. Inputs were used as control. The library for duplicate 2 was sequenced twice in order to obtain more reads. The second sequencing of the library for duplicate 2 was contaminated with human DNA sequences so reads were first mapped on human genome (GRCh38.76) using Bowtie 0.12.7 [5] with standard settings in order to remove reads from human origin. Reads that did not map on human genome were pooled with reads obtained from the first sequencing of replicate 2. Reads were mapped to the mouse genome (GRCm38.70) using Bowtie 0.12.7 [5] with standard settings, except that any reads mapping to more than one location in the genome (ambiguous reads) were discarded (m = 1). Fragment length was estimated using cross-correlation [12]. Peak calling was first done for each replicate using MACS2 [13] with the default settings, except that the “--no-model” setting was used and the shift size parameter was set to half of the estimated fragment length, in order to get an estimation of the number of discovered peaks in each replicate. Peaks were next called using MACS2 [13] with “--no-model” and “--to-large” settings, p=0.01 as threshold and shift-size parameter set to half of the estimated fragment length, using input as control. Number of reported peaks was limited to five time the number of peaks discovered in the first peak calling, in order to assess the Irreproducible Discovery Rate (IDR) between both replicates, based on replicability, not primarily the peak caller's statistics. Reproducible peaks were obtained by assessing the IDR between both replicates using a threshold of 0.01 [12]. 2716 peaks were considered reproducible. Peaks overlapping by at least 1nt with unique gene model promoters (-1000bp to +500bp of each unique gene model Transcription Starting Site) were considered as promoter located. The rest of the peaks overlapping (at least 1nt) with any unique gene model exons were classified as exon located. The rest of the peaks overlapping (at least 1nt) with any unique gene model introns were classified as intron located. Other peaks were considered as intergenic. Genome coverage was obtained using the genomeCoverageBed function from Bedtools [14]. Coverages were expressed in RPM (Reads Per Million) of mapped reads. Sequence data has been submitted to the GEO database under the accession number GSE63130 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63130).

***De novo* motif discovery and motif enrichment analysis**

Promoter sequences (-500bp to +50bp relative to the TSS) were extracted, oriented according to gene orientation and used as input for de novo motif discovery using the cosmo package [15] designed for R [10]. The probabilistic model used for the motif discovery was the zero-or-one-occurrence-per-sequence (ZOOPS), considering only the orientation of each promoter and motif lengths between 10nt and 20nt. Pscan [16] was used to identify potential TF-binding-sites (TFBSs) that are overrepresented in each promoter category, using the JASPAR database [1] as matrices. TFBSs with pvalues lower than 0.001 were considered to be significantly overrepresented. Peaks sequences were ordered by pvalue (from the lowest to the highest), and only up to the 100 best sequences were kept for motif discovery analysis. The probabilistic model used for the motif discovery was the zero-or-one-occurrence-per-sequence (ZOOPS), using the sequences surrounding each peak as background sequences and motif lengths between 10nt and 20nt.

**Gene Ontology**

GO term enrichment was performed using either the DAVID server [17], GOEAST [18] or AmiGO [19]. Table S4 and Figure S7, 8, list GO terms by increasing p value <0.1 (with Bonferonni’s correction) obtained from AmiGO.

**Establishment of developmental expression profiles**.

Data from Laiho et al 2013 [4] was used to generate expression patterns during WT spermatogenesis for genes that are downregulated in *Rfx2^-/-^* testis or *Crem^-/-^* testis. Only genes having a read coverage greater than 5 RPKM for at least 1 time point in their data set were considered for analysis. Data was converted to expression relative to maximum for each gene. To identify genes exhibiting expression profiles consistent with activation by RFX2 or CREM, only genes for which the expression data could be fitted to a sigmoid curve having an inflection point at a time point greater than 10 days were retained.

**Supplemental references**

1. Sandelin A, Alkema W, Engstrom P, Wasserman WW, Lenhard B (2004) JASPAR: an open-access database for eukaryotic transcription factor binding profiles. Nucleic Acids Res 32: D91-94.

2. Kosir R, Juvan P, Perse M, Budefeld T, Majdic G, et al. (2012) Novel Insights into the Downstream Pathways and Targets Controlled by Transcription Factors CREM in the Testis. PLoS ONE 7: e31798.

3. Martianov I, Choukrallah MA, Krebs A, Ye T, Legras S, et al. (2010) Cell-specific occupancy of an extended repertoire of CREM and CREB binding loci in male germ cells. BMC Genomics 11: 530.

4. Laiho A, Kotaja N, Gyenesei A, Sironen A (2013) Transcriptome profiling of the murine testis during the first wave of spermatogenesis. PLoS ONE 8: e61558.

5. Langmead B, Trapnell C, Pop M, Salzberg SL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25.

6. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, et al. (2009) The Sequence Alignment/Map format and SAMtools. Bioinformatics 25: 2078-2079.

7. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, et al. (2013) STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29: 15-21.

8. Liao Y, Smyth GK, Shi W (2014) featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30: 923-930.

9. Anders S, Huber W (2010) Differential expression analysis for sequence count data. Genome Biol 11: R106.

10. Team RDC (2011) R: a language and environment for statistical computing. R Foundation for Statistical Computing, Saturday, Jan 01, 2011.

11. Staehli F, Ludigs K, Heinz LX, Seguin-Estevez Q, Ferrero I, et al. (2012) NLRC5 deficiency selectively impairs MHC class I- dependent lymphocyte killing by cytotoxic T cells. J Immunol 188: 3820-3828.

12. Landt SG, Marinov GK, Kundaje A, Kheradpour P, Pauli F, et al. (2012) ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. Genome Res 22: 1813-1831.

13. Liu T (2014) Use model-based Analysis of ChIP-Seq (MACS) to analyze short reads generated by sequencing protein-DNA interactions in embryonic stem cells. Methods Mol Biol 1150: 81-95.

14. Quinlan AR, Hall IM (2010) BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics 26: 841-842.

15. Bembom O, Keles S, van der Laan MJ (2007) Supervised detection of conserved motifs in DNA sequences with cosmo. Stat Appl Genet Mol Biol 6: Article8.

16. Zambelli F, Pesole G, Pavesi G (2009) Pscan: finding over-represented transcription factor binding site motifs in sequences from co-regulated or co-expressed genes. Nucleic Acids Res 37: W247-252.

17. Huang da W, Sherman BT, Lempicki RA (2009) Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res 37: 1-13.

18. Zheng Q, Wang XJ (2008) GOEAST: a web-based software toolkit for Gene Ontology enrichment analysis. Nucleic Acids Res 36: W358-363.

19. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, et al. (2000) Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet 25: 25-29.

How the deposited data were processed for this re-analysis (not part of the article)

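Testis RNA was measured by RNA-Seq in 5 wild type (Rfx2+/+) and 6 Rfx2-/- mice at postnatal day 21. Mice at day 30 and the ChIP-Seq reads were not analysed here. According to the authors, single reads from TruSeq libraries were mapped to Ensembl's GRCm38 genome, reads mapping to more than 1 place were discarded, and reads on the merged exons of the protein coding isoforms of each gene were counted with featureCounts, leaving out reads that overlap exons of different genes. S1 Text gives different read lengths and aligners for this step in different paragraphs. The deposited table holds raw counts of 23074 genes per mouse, without normalization, and all values were whole numbers. Total counts lay between 22232097 and 29769483 per mouse. A count of 3 was taken as the floor of a library, and this limit covers counting error only.

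Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with genotype as the group, library sizes were scaled by TMM, and genotypes were compared with glmQLFit and glmQLFTest, without covariates. The paper does not state whether its p-values were adjusted; a gene was called here at a Benjamini-Hochberg adjusted p of at most 0.01, with a fold change of more than 2 for the numbers of downregulated and upregulated genes. S1 Text states that the authors used DESeq and a p-value of at most 0.01. The choice of edgeR, of the comparisons and of all alternatives except the last was made before the data were examined. The alternatives were DESeq2's size factors within edgeR, total counts as library sizes, the Wald test of DESeq2 1.42.0, limma 3.58.1 voom with sample quality weights, a robust prior, no filter beyond 1 count, a mean count of at least 50, an unadjusted p of at most 0.01, and each mouse left out in turn. The remaining alternative, a score of round spermatid markers as a covariate, was chosen after seeing the data.

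ChIP-Seq targets and cilia marks were taken from S1 Table. Targets were compared with the other tested genes by two-sided Fisher's exact tests, and gene sets were tested with limma's camera at its preset correlation of 0.01, with fry and with an estimated correlation. Calls at any fold change within 10 Mb of Rfx2 were compared with those elsewhere by the same Fisher's test, with 5 Mb, 20 Mb and an adjusted p of at most 0.05 as alternatives. Gene lists were adjusted over the list alone as well as over all genes. The genes named in the text are those the paper names for P21 or without an age, and the 5 largest fitted falls and 5 largest fitted rises among genes past 2-fold whose genotypes did not overlap. Gene positions came from the GENCODE M21 annotation of GRCm38. Lists of markers for 10 cell types were written before the data were examined and scored as the mean log2 CPM of their tested genes, with a prior count of 2. Tests of single values between genotypes were two-sided exact permutation tests, for which the smallest possible p is 0.00216. Of the 462 splits of the mice into groups of 5 and 6, 100 were refitted, the real one included, and the covariate was refitted in 100 orders within genotypes. The tests were tried on simulated counts with 200 changed genes, of which 198 were tested. In these counts edgeR called 177 of the 198 and 3 unchanged genes, DESeq2 187 and 21, and voom 176 and 2. The simulated genes varied independently of each other, without shared differences in maturity between mice, and every planted change was more than 2-fold. These numbers therefore need not hold for the real counts or for smaller changes. Some results for single genes are not reported here. Promoter motifs and reads on single exons were not analysed here, since they need genome sequence and reads that were not used here. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.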

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

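The relations of the first principal component were chosen only after the results they explain had been seen; the marker lists were fixed before. In each group of mice, the gap of the highest or lowest mouse to the nearest other mouse was divided by the range of the group. For the genes below, gap and range were taken on log2 CPM, while the values printed beside them are CPM. Of the 256 groups of values examined, 7 passed Dixon's critical value, where chance gives 12.8.

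Rfx2-/- replicate 7 lay apart from the other Rfx2-/- mice in Tnp2 (36.0 CPM against 1.82 to 4.55, gap over range 0.698) and in Ttc18 (30.4 CPM against 14.4 to 18.6, gap over range 0.662). This mouse also had the highest round spermatid score of the Rfx2-/- mice, 5.88 on the log2 scale. Over the 11 mice the first principal component followed that score (Spearman's rho 0.982), so a more advanced first wave of spermatogenesis may raise both genes in this mouse. Swapped genotype labels are argued against, since 0 mice of one genotype lay inside the range of the other along the second principal component, which is computed without labels. Replicate 7 had the largest total count of the Rfx2-/- mice, but replicate 6 had nearly as many (27085877 against 27116903) with 4.55 CPM of Tnp2 and 18.6 CPM of Ttc18, so the total count alone did not set replicate 7 apart. Over the 11 mice the total count did not follow the component (rho 0.0545). Among the 6 Rfx2-/- mice alone it did (Pearson's r 0.959, exact permutation p = 0.00556), so depth was not separated from maturity within this genotype.

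Rab27a in Rfx2-/- replicate 11 (8.32 CPM against 9.42 to 10.00, gap over range 0.676), Wdr35 in replicate 9 (258 CPM against 279 to 292, 0.657), Ttc30a1 in replicate 8 (60.2 CPM against 47.7 to 51.9, 0.643) and Fam161a in replicate 10 (3.87 CPM against 2.89 to 3.13, 0.722) lay apart from the other Rfx2-/- mice. For 1700012P22Rik the value was 1.00, since replicate 9 had 1 count and the others none. No explanation was tested for these 5 genes, and the number of such groups is not above chance.

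Among the genes called more than 2-fold, S1 Table lists 19 as differentially expressed at neither age, 15 lower and 4 higher. All 19 were also called by DESeq2, and 4 were called in every fit that left out a mouse. The largest of them in either direction were Folh1 (log2 fold change -3.15, standard error 0.50, adjusted p = 0.00356 from edgeR) and Ptx4, and 3 of the 19, Folh1, Nrsn2 and Rsph4a, are ChIP-Seq targets. Cd63 (log2 fold change -1.01, standard error 0.10, adjusted p = 0.000170) and Vcam1 (67.0 ± 12.1 CPM (SD, n = 5) in wild type and 33.4 ± 6.55 CPM (SD, n = 6) in Rfx2-/- testis, adjusted p = 0.00345) had the highest expression of these genes in wild type testis, and were named, as were the others except Ptx4, after their values were seen. The 99 other splits of the mice into 5 and 6 that were refitted gave no downregulated or upregulated gene. Each of them had mice of both genotypes in both groups, so they cannot decide about these 19 genes in particular. No explanation was tested for these genes.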

How the results depend on the processing

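The round spermatid covariate was chosen after seeing the data, and the other alternatives before. No paired analysis was possible because the sample labels do not pair the mice, although the paper states that littermates were used where possible. The X-box tests, with their alternatives of 1 or 3 mismatches, a wider promoter window, DESeq2 calls and single mice left out, were not run.

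The number of genes downregulated more than 2-fold was 163 and stayed within 1.5 times that under all alternatives except an unadjusted p (274) and the round spermatid covariate (350). Across the 11 fits that each left out a mouse it ranged from 125 to 175. The number of upregulated genes, 34, depended on the test: it was 109 with DESeq2, 52 with voom, 102 with an unadjusted p and 56 with the covariate, and 20.0 to 66.0 with single mice left out, the lowest without wild type replicate 3 and the highest without wild type replicate 1. DESeq2 called 159 of the 163 downregulated genes and all 34 upregulated genes, and voom called 160 and 25. The 54 genes downregulated more than 10-fold became 84 with the covariate, and 45 to 75 under the other alternatives (48.0 to 65.0 with single mice left out). The 71 cilia-marked genes became 119 with the covariate and ranged from 62.0 to 81.0 with single mice left out. The cause of these changes was not tested, except that fewer mice and a looser p limit change the numbers by construction.

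RFX2 targets were over-represented among downregulated and upregulated genes under every alternative (Fisher's exact test, p of at most 2.81e-17 and 2.55e-06), with odds ratios of 6.39 to 7.87 and 9.24 to 13.0 across the fits that left out a mouse. The targets as a set (p = 0.361 from limma's camera with its preset correlation) moved to lower values with the covariate (p = 0.0523). With single mice left out the p ranged from 0.0902 to 0.793, and the direction changed without wild type replicate 3 or 5. The IFT genes as a set lost their p under 0.05 with fry (0.0902) and an estimated correlation (0.387), and had one under 0.05 in every fit that left out a mouse (6.81e-05 to 0.00530). For the BBS genes the direction in limma's camera with the preset correlation changed with total counts (p = 0.823). With single mice left out the p ranged from 0.237 to 0.955, and the direction changed without wild type replicate 3 or 5. The transition zone genes lost their p under 0.05 with total counts (0.0699), a mean count of at least 50 (0.0761), the covariate (0.0888), fry (0.109) and an estimated correlation (0.489), and ranged from 0.00596 to 0.191 with single mice left out, over 0.05 without wild type replicate 3 or 5 or Rfx2-/- replicate 10 or 11. The odds ratio of calls within 10 Mb of Rfx2, 2.24, was no longer past a p of 0.05 within 5 Mb (2.41), at an adjusted p of at most 0.05 (1.19) or with DESeq2 (1.33), and ranged from 1.47 to 3.04 with single mice left out. Of those fits, it passed only without wild type replicate 1 or 3. The cause was not tested.

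Of the 119 named genes, 38 were called, and 0 of these changed direction under any alternative. Direction changed under some alternative in 16 genes that were not called. With voom, the log2 fold change of Tnp1 was 0.0642, the log2 fold change of Rabl5 was -0.0294, the log2 fold change of Ttc30a2 was -0.01002 and the log2 fold change of Bbip1 was -0.0599. With total counts, the log2 fold change of Ift52 was -0.0307, the log2 fold change of Cluap1 was -0.101, -0.0769 with voom and -0.0846 with the covariate and the log2 fold change of Sdccag8 was -0.0763, -0.0905 with voom and -0.0586 with the covariate. With DESeq2's size factors, the log2 fold change of Wdr35 was 0.00305 and 0.00308 with the Wald test of DESeq2, the log2 fold change of Ttc30a1 was 0.0213 and 0.0215 with the Wald test of DESeq2 and the log2 fold change of B9d1 was 0.0168 and 0.0166 with the Wald test of DESeq2. With the covariate, the log2 fold change of Mkks was 0.0520. With single mice left out, log2 fold changes ranged from -0.229 to 0.0709 for Rfx2, -2.32 to 2.35 for Tnp1, -1.71 to 2.09 for Tnp2, -0.104 to 0.0142 for Ift20, -0.103 to 0.0410 for Wdr35, -0.0797 to 0.0712 for Ttc30a1, -0.0258 to 0.135 for Cluap1, -0.225 to 0.0657 for Bbs5, -0.129 to 0.00712 for Mkks, -0.131 to 0.144 for B9d1, -0.116 to 0.112 for Tctn2, -0.0349 to 0.172 for Sdccag8. Total counts and DESeq2's size factors, which its Wald test also uses, shift all genes together (median log2 fold change of all tested genes -0.22 and -0.03, against -0.05), so a change of sign under these settings reflects the scaling and says nothing about the single gene. The cause of the other changes was not tested.

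Named genes that were not called passed the p limit of 0.01 in 14 cases with DESeq2, 12 with voom, 8 with total counts, 17 with an unadjusted p and 8 with the covariate. Of the called genes, 6 lost the call in at least 1 fit that left out a mouse. Where a group is at or under the floor of 3 counts, as in 9 downregulated genes, the depth limits the fold change to a lower bound.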

Differences from the paper's values

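All alternatives named here were set before the data were examined, except the round spermatid covariate, which was chosen after seeing the values. The number of genes downregulated more than 2-fold at P21 was 163, against the paper's 106. The number was within 1.5 times the paper's with DESeq2's size factors (156), a mean count of at least 50 (142), and without wild type replicate 1 (154) or 2 (127) or Rfx2-/- replicate 6 (128), 7 (148), 8 (131), 9 (138), 10 (125) or 11 (138). It was not with total counts, DESeq2's Wald test, voom, a robust prior, no filter, an unadjusted p, or without wild type replicate 3, 4 or 5, nor with the covariate.

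The number of upregulated genes was 34, against the paper's 67. With voom (52) and without wild type replicate 1 (66) it was within 1.5 times the paper's, as it was with the covariate (56), chosen after seeing the values. None of the other alternatives closed the gap.

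The number of cilia-marked upregulated genes was 11, against the paper's 28. DESeq2's Wald test (34), an unadjusted p (32) and leaving out wild type replicate 1 (22) brought it within 1.5 times the paper's, and none of the other alternatives did. Of these genes, 6 were RFX2 targets, against the paper's 11. Voom (10), leaving out wild type replicate 1 (13) and the covariate (9), chosen after seeing the values, were within 1.5 times the paper's 11, and none of the other alternatives was. By the marks used here, S1 Table itself holds 15 such targets, so the 6 and the 11 rest on unlike counts. Against 15, DESeq2's Wald test (18) and an unadjusted p (17) were within 1.5 times, while the covariate (9) was not.

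The paper lists Armc4 among the genes downregulated at P21. Its log2 fold change was -3.99 with an adjusted p of 0.0147 from edgeR, which is not past 0.01. It was 5.34e-05 with DESeq2 and 1.79e-05 with the covariate, and Armc4 was also called with total counts, voom, an unadjusted p and without Rfx2-/- replicate 7. Gm4871, Camk1g, Col26a1 and the upregulated A530064D06Rik are in S1 Table at P21 and were not called by edgeR (adjusted p = 0.0109, 0.0104, 0.0150 and 0.0186), but had adjusted p-values of 6.51e-07, 6.90e-06, 0.000202 and 2.63e-06 with DESeq2. An unadjusted p also called all 4 of them. Gm4871 and Camk1g were further called with total counts, voom, the covariate and without Rfx2-/- replicate 7 or 9 respectively, Col26a1 without Rfx2-/- replicate 11, and A530064D06Rik with voom, the covariate and without wild type replicate 3. Of the 106 downregulated genes of S1 Table, DESeq2, total counts and voom each called 103 and an unadjusted p called 104; of the 67 upregulated genes, DESeq2 called 65 and an unadjusted p 62.

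The paper gives Zmynd10 and Tmem231 as downregulated at P30 only. At P21 both were already called lower, with log2 fold changes of -1.45 and -0.62, the second less than 2-fold.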

Other observations

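The tests of the first principal component, of swapped labels and of adjacent mouse numbers were chosen only after the result was seen. Only 1 of 100 splits of the 11 mice into 5 and 6, the real one, gave 163 genes downregulated more than 2-fold, 34 upregulated or 54 downregulated more than 10-fold, or 47 downregulated targets; the other 99 gave 0 of each.

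Along the first principal component the ranges of both genotypes overlapped. Over the 11 mice the component followed the round spermatid score (Pearson's r 0.991, Spearman's rho 0.982, permutation p = 1e-05 for both, the smallest 100000 permutations can give; r without the 2 farthest mice 0.983). The total count did not follow it (r 0.0222, rho 0.0545, permutation p = 0.947 and 0.883; r without the 2 farthest mice -0.195). Among the 6 Rfx2-/- mice alone both the score (r 0.999, exact p = 0.00278, adjusted 0.00556) and the total count (r 0.959, exact p = 0.00556, adjusted 0.00741) followed the component. Depth was therefore not separated from maturity within this genotype. No correlation was computed over the 5 wild type mice alone. Their scores had the same order as the component, from replicate 5 (-0.95 at -102) to replicate 1 (5.26 at 63.7). Their total counts did not. Replicate 5 was lowest in both, but replicate 3 had the highest total count (29769483) and lay at -73.2, under replicates 1, 2 and 4. The adjusted values cover 4 relations. The first wave of spermatogenesis being at different points in different mice is a candidate explanation for the spread, while swapped labels are argued against by the second component, computed without labels, along which 0 mice of one genotype lay inside the range of the other. The marker genes of all lists were left out of the component, which held 15678 genes, so no gene entered both it and the score. Both still come from the same mice.

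With the round spermatid score as a covariate, 219 more genes were called more than 2-fold, 188 lower and 31 higher. Of these, 21.5% were RFX2 targets, against 5.49% of the other genes (odds ratio 4.70, two-sided Fisher's exact test, p = 1.83e-15). When the score was reordered within genotypes, 4 of 100 orders, the real one included, gained as many calls (median 6, highest 543). So large a gain was uncommon, but a reordered score could also give it. Differences in maturity between mice may widen the spread of genes that depend on RFX2, but the gain in calls does not decide this. Of the 37 genes that S1 Table lists as upregulated at P21 and that were not called, 43.2% were called higher more than 2-fold with the covariate and 75.7% at any fold change. In total, 37 of the 67 listed genes were called more than 2-fold with the covariate and 58 at any fold change, against 30 without it by either count, and DESeq2 without it called 65 more than 2-fold, so whether maturity hides the rise of these genes stays open. RFX2 could also change the markers themselves, which was not tested.

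The scores of the 10 marker lists differed between genotypes, Rfx2-/- minus wild type on the log2 scale, by 0.46 for pachytene spermatocyte markers (exact p = 0.0130, adjusted 0.0649), -0.30 for Sertoli cell markers (exact p = 0.0260, adjusted 0.0866), -0.32 for macrophage markers (exact p = 0.0649, adjusted 0.156) and -0.30 for spermatogonia markers (exact p = 0.0779, adjusted 0.156). The differences were 1.54 for round spermatid markers (exact p = 0.264, adjusted 0.377), 1.07 for late spermatid markers (exact p = 0.476, adjusted 0.595), -0.48 for Leydig cell markers (exact p = 0.229, adjusted 0.377), -0.01 for multiciliated epithelium markers (exact p = 0.976, adjusted 0.976) and -0.04 for peritubular cell markers (exact p = 0.797, adjusted 0.885). P-values were two-sided and adjusted over the 10 lists, and all these lists but that for multiciliated epithelium, with 5 of 8 genes, were tested in full.

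Lymphocyte markers fell by 1.42 (exact p = 0.00216, the smallest possible, adjusted 0.0216; lower in 6 of 6 Rfx2-/- mice than in every wild type mouse), but only 3 of 8 genes were tested. Cd3d carried this, with 24 to 61 counts in wild type and 0 to 2 in Rfx2-/- mice, at least 9.83-fold lower. The log2 ratio of the summed CPM of Cd3e, Cd3g, Cd4 and Cd8a was -0.32 (exact p = 0.335), and Cd3e had 3.90 ± 1.75 CPM (SD, n = 5) in wild type and 3.26 ± 1.04 CPM (SD, n = 6) in Rfx2-/- testis. Cd4 fell without being called (log2 fold change -0.74, adjusted p = 0.0580 from edgeR). Lck was called lower (log2 fold change -1.26, adjusted p = 0.00169). The level of Cd3e in Rfx2-/- testis would hide a loss as small as that of Cd3d, so lymphocytes in the wild type testes stay open as a source, as does a strain variant, which was not tested. Lck was named after its values were seen.

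Within 10 Mb of Rfx2, 7 tested genes were called at any fold change, against 413 elsewhere (odds ratio 2.24, two-sided Fisher's exact test, p = 0.0450). Sequence of the 129/Sv strain around the targeted allele and an effect of RFX2 on these genes cannot be told apart, since every Rfx2-/- mouse carries the targeted allele, and the excess was lost under several alternatives. Among the Rfx2-/- mice, the pairs with adjacent numbers had the most similar profiles, with a mean absolute log2 difference of 0.207 against 0.261 for the next of the 15 pairings (1 of 15 as close). Shared litters, handling or similar maturity could bring this pairing about. Since the pairs were compared after the profiles had been seen, these and chance cannot be told apart.

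Some values belong to statements about P30 or to statements that give no age. At P21, 48 of the called downregulated genes are listed in S1 Table as downregulated at P30 only; 18 are targets, 20 carry a cilia mark, their median log2 fold change was -2.13, and 21 were called in every fit that left out a mouse. Tekt4 (log2 fold change -4.97, standard error 0.75, adjusted p = 0.00256 from edgeR; not called without Rfx2-/- replicate 6) and Rab27a (26.4 ± 7.51 CPM (SD, n = 5) in wild type and 9.36 ± 0.557 CPM (SD, n = 6) in Rfx2-/- testis, adjusted p = 0.000377) were lower at P21. Rab27b was lower without being called over all genes (log2 fold change -1.03, adjusted p = 0.0251, or 0.00448 adjusted over the list alone). Gtf2a1l (-0.72), Fndc3c1 (-0.46), Mybl1 (0.27) and Jam3 (-0.14) were not called by edgeR, and of these Gtf2a1l was called with the covariate. Of the 13 genes of the list that holds these, 3 were called over all genes and 4 adjusted over the list alone. Nphp4 and Nek8 had log2 fold changes of -0.43 and -0.59, and neither was called by edgeR over all genes. Nek8 was called with total counts, DESeq2, voom, an unadjusted p and the covariate, and Nphp4 with voom and the covariate.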
